# A genome-scale drug discovery pipeline uncovers therapeutic targets and a unique p97 allosteric binding site in *Schistosoma mansoni*

**DOI:** 10.1073/pnas.2505710122

**Published:** 2025-08-29

**Authors:** Dylon R. Stephens, Ho Yee Joyce Fung, Yan Han, Jue Liang, Zhe Chen, Joseph Ready, James J. Collins

**Keywords:** *Schistosome*, parasitology, p97, drug discovery

## Abstract

Schistosomes are parasitic flatworms that infect more than 200 million people globally. However, there is a shortage of molecular tools that enable the discovery of potential drug targets within schistosomes. Thus, praziquantel has remained the frontline treatment for schistosomiasis despite known liabilities. Here, we have conducted a genome-wide study in *Schistosoma mansoni* using the human druggable genome as a bioinformatic template to identify essential genes within schistosomes bearing similarity to catalogued drug targets. Then, we assessed these candidate targets in silico using a set of unbiased criteria to determine which possess ideal characteristics for a ready-made drug discovery campaign. Following this prioritization, we pursued a parasite p97 ortholog as a bona-fide drug target for the development of therapeutics to treat schistosomiasis. From this effort, we identified a covalent inhibitor series that kills schistosomes through an on-target killing mechanism by disrupting the ubiquitin proteasome system. Fascinatingly, these inhibitors induce a conformational change in the conserved D2 domain P-loop of schistosome p97 upon modification of Cys519. This conformational change reveals an allosteric binding site adjacent to the D2 domain active site reminiscent of the “DFG” flip in protein kinases. This allosteric binding site can potentially be utilized to generate new classes of species-selective p97 inhibitors. Furthermore, these studies provide a resource for the development of alternative therapeutics for schistosomiasis and a workflow to identify potential drug targets in similar systems with few available molecular tools.

## Significance

Schistosomes cause widespread infections in humans, leading to severe chronic illnesses in endemic regions. There is no vaccine for schistosomiasis, and there has been limited success using the current standard-of-care treatment, praziquantel. Therefore, it is essential to identify drug targets within these parasites. Here, we identify potential drug targets in schistosomes bearing similarity to established human therapeutic targets, evaluate their essentiality for parasite survival, then prioritize them using an unbiased set of criteria to uncover high-value targets for the treatment of schistosomiasis. We investigated one candidate as a proof-of-concept, a p97 ortholog, to discover newly characterized inhibitors of the parasite enzyme. This study demonstrates that this workflow can lead to the identification of small molecules that kill schistosomes.

Schistosomiasis affects more than 200 million of the world’s poorest people (1), claiming the lives of ~250,000 people yearly (2), while placing a significant clinical and economic burden on endemic regions (1). Among the most practical challenges facing eradication of schistosomiasis is that there is no vaccine, and treatment has relied on a single drug, praziquantel (PZQ), for over 40 y.

Despite its exclusive use in the treatment of schistosomiasis since the 1970s (3–5), PZQ possesses prominent and persistent pharmaceutical and pharmacological liabilities. For instance, cure rates following PZQ treatment vary dramatically in regions with high infection rates (6–8). Because of this, there are valid concerns that mechanisms of PZQ resistance will become widespread. Indeed, reduced sensitivity can be induced rapidly in a laboratory setting (9, 10), and loss of function mutations in a PZQ-sensitive ion channel have already been identified in the field (11). As PZQ has proven unable to lead to the elimination of schistosomiasis in endemic regions on its own (12), serious dedicated efforts are required to identify drug targets for the development of alternative therapeutics to PZQ.

However, identification of novel schistosomicidals has proven difficult. The relatively large size of adult worms (~1 cm) prevent them from being adapted to micronized volumes amenable to high-throughput phenotypic screens, and molecules derived from screening against larval parasites suffer from high rates of attrition when examined in adult worms (13–15). Because of these limitations in identifying chemicals that can kill the adult worms that drive disease pathology, an attractive alternative is the discovery of lead compounds through target-based approaches. As yet, there are few validated drug targets within schistosomes (16, 17). Even with progress in the development of large-scale RNAi approaches (18), a paucity of facile molecular tools has hindered the systematic identification and subsequent functional validation of target proteins in the worm. Deciphering the function of essential genes still requires a large investment in labor and time. And, while there is an obvious requirement that drug targets be essential, essentiality alone is not sufficient to anticipate which targets will lead to successful drug discovery efforts. Many target-based screening efforts failed because the selected targets were unable to bind drug-like molecules with reasonable affinity (19, 20).

This paper expands upon our previous work by 1) identifying essential genes within the *Schistosoma mansoni* genome that bear homology to well-defined drug targets in the context of human disease using bioinformatic and genetic approaches and 2) assessing these genetically essential targets for viability as “bona fide” drug targets utilizing well-defined criteria. Combining our findings from RNAi experiments in this study with those performed previously (18), we have prioritized 18 potential drug targets using an unbiased set of criteria. We investigated one of these targets in-depth, p97, a gene encoding a AAA-ATPase involved in the degradation of proteins via the ubiquitin proteasome system (UPS) (21). Following high-throughput screening efforts, we identified a benzoxazole propiolamide covalent scaffold that inhibits the enzyme, exhibits selectivity for the parasite ortholog over its human counterpart, and displays on-target effects in adult parasites via accumulation of K48 polyubiquitinated proteins (18, 22). Furthermore, we obtained a structure of p97 bound to these covalent inhibitors using cryo-EM, identifying a previously unreported conformational change in the nucleotide (Walker A) binding motif of p97 within its D2 domain (23). This conformational change creates a novel allosteric pocket between p97 monomers that may enable species-selective inhibitors to be developed. Together, these studies highlight a validated set of high-value targets that will serve as the foundation for future drug discovery campaigns.

## Results

### Large-Scale RNAi Screen Reveals 63 Genes Essential for In Vitro Parasite Survival.

With the success of previous RNAi studies (18), we revisited the *S. mansoni* genome to determine other potentially attractive targets that remain uncharacterized. To improve our chances of success in finding essential genes, as well as potential drug targets, we utilized known “druggable” targets catalogued in databases such as DrugBank (24), ChEMBL (25), and TTD (26) (Fig. 1*A* and Dataset S1).

**Fig. 1.**
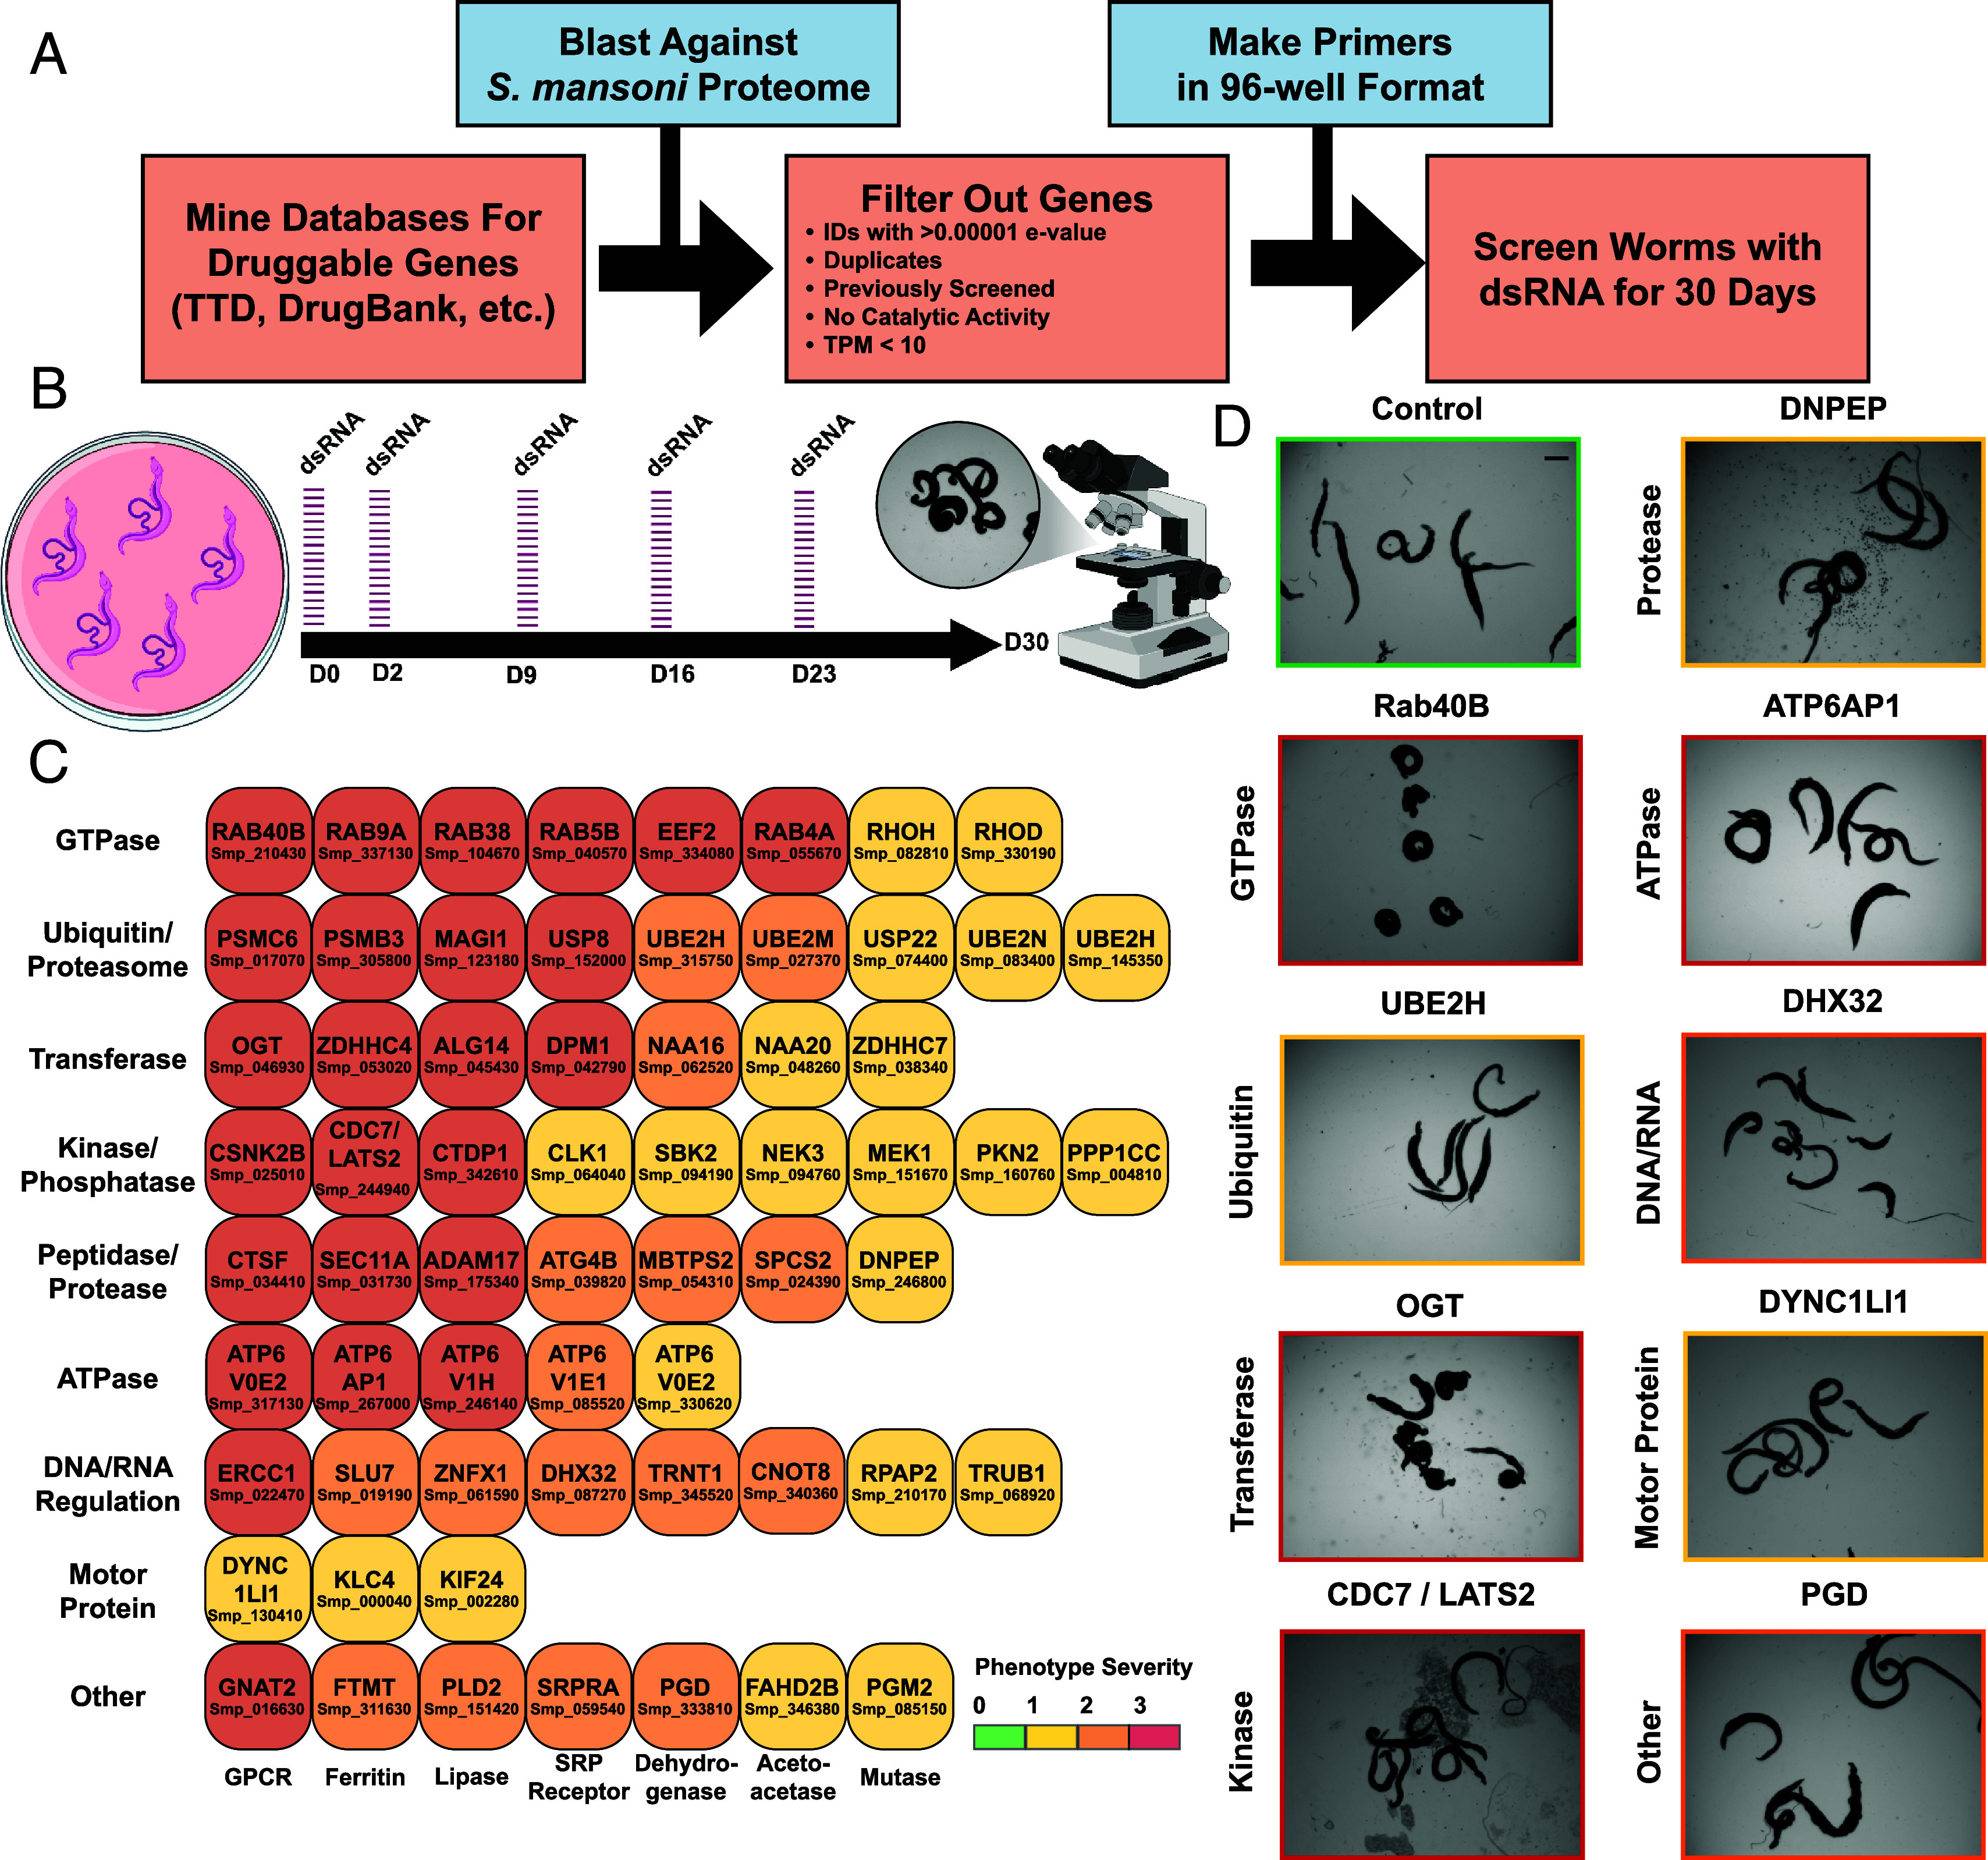
Large-scale RNAi screen targeting [Human] druggable genes. (*A*) Bioinformatic pipeline for the identification of potentially druggable genes. Target genes were identified using databases such as TTD, DrugBank, ChEMBL, etc., BLAST-p was used to identify similar proteins in the *S. mansoni* proteome, then passed through several preliminary qualifications before being included in the screen. Primers possessing a T7 promoter in addition to a 500 to 1,000 bp target gene region were created to generate dsRNA for final candidate genes in 96-well format before treatment. (*B*) RNAi treatment schedule. Parasites were treated with dsRNA on D0 and D2, then every 7 d thereafter (D9, 16, and 23). Gross morphology was monitored over the course of 30 d by light microscopy. Observations on substrate attachment, movement, and morphology were taken every 1 to 2 d coinciding with media changes. Images were taken on Day 30 to assess final phenotypes. (*C*) Categorical arrangement of essential genes producing phenotypes according to enzymatic activity/biological function. Severity of phenotypes that appeared were scored based on how early the phenotype began to appear (D7 to D15, D16 to D25, and post-D25), as well as the number of visual phenotypes that manifested (tissue/gut edema, tegument/head degeneration, hypercontraction, death, etc.). Scoring follows description for RNAi Severity in *SI Appendix*, Table S1. Red (3) represents a gene who presented more than one physical phenotype and appeared between D1 and D15. Orange (2) represents a gene that presented more than one phenotype between D16-D25. Yellow (1) denotes a gene with an intermediate onset (D16-D25) of a modest phenotype. Green (0) represents a modest phenotype that appears after D25. (*D*) Representative images of phenotypes based on enzyme category compared to control dsRNA treatment (pJC53.2). GTPase RAB40B (Smp_210430), Ubiquitin transferase UBE2H (Smp_145350), Protein Kinase CDC7/LATS2 (Smp_244940), Glycosyltransferase OGT (Smp_046930), RNA helicase DHX32 (Smp_130410), V-type proton ATPase subunit ATP6AP1 (Smp_267000), Aminopeptidase DNPEP (Smp_246800), Dynein-light chain DYNC1LI1 (Smp_130410), and 6-Phosphogluconate dehydrogenase PGD (Smp_333810). [Scale bar (*D*), 1,000 μm.]

After removing genes already characterized by RNAi, we included additional stringencies to generate a list of high confidence genes likely to be essential. We found that the majority (~57%) of “hits” from our initial RNAi study encoded either enzymes or large catalytic complexes such as the proteasome (18). Because enzymes are likely to provide the best rate-of-return, we narrowed our list of genes to those predicted to encode proteins with catalytic activity based on gene ontology terms (27, 28) (Dataset S1). 

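RNA from adult male Schistosoma mansoni was sequenced in 3 replicate libraries to measure the expression of the genes in Dataset S1. The male parasites had shared a culture with females for 72 hours at 37 °C and 5% CO2 and were then taken apart from them. The strain is NMRI in the methods of the paper and Puerto Rico in the sample labels. RNA was extracted with Trizol, purified on Zymo columns and made into TruSeq stranded mRNA libraries, which keep the strand of each transcript. The authors aligned the reads and counted them per gene with STAR 2.7.10a, and gave counts for the sense strand, the antisense strand and both strands. The sense counts summed over genes were 19931400 in replicate 1, 20387026 in replicate 2 and 24411129 in replicate 3. Unmapped reads made up 32.4%, 31.5% and 16.8% of the reads in these libraries. Expression as TPM was computed for each library from the sense counts and the authors' exon lengths, and the mean of the 3 libraries was taken for each gene. At 10 TPM, a gene with 1 kb of exon received 121, 125 and 149 counts in the 3 libraries. The labels do not say whether the libraries came from separate cultures, so an error given as an SD is the spread between these libraries only.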

We also refined this list for genes with an expression greater than 10 transcripts per million (TPM) (Dataset S1). Retrospective analysis from Wang et al. found such genes are more likely to result in visible RNAi phenotypes than those with a lower expression level (<10 TPM). This filtering step enabled us to identify 576 genes with significant amino acid similarity (BLAST e-value < 1e-20) to catalogued druggable targets (Dataset S1) (29–31).

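In the male parasites, 550 of the 573 distinct genes in Dataset S1 (96.0%) had a mean expression above 10 TPM, and 23 had a mean at or below it. The median of the list was 51.1 TPM, and its genes ran from 1.48 to 9173 TPM. The highest was the glycolytic enzyme glyceraldehyde 3 phosphate dehydrogenase (Smp_056970), at 9173 ± 588 TPM (SD, n = 3). Elongation factor 1-alpha (Smp_308370), which brings tRNAs to the ribosome, was at 4608 ± 214 TPM, and thioredoxin-2 (Smp_008070) was at 3169 ± 49.8 TPM. Gene descriptions in Dataset S1, which often name the closest protein of another species, were used to sort genes into 10 groups.
The respiratory chain, grouped here with ATP synthase, was the most highly expressed of these groups, with a median of 537 TPM over 16 genes. Of these, 15 were above 10 TPM by edgeR's quasi-likelihood test and 1 was below. Cytochrome c oxidase subunit I (Smp_900000) was at 2642 ± 285 TPM, while subunit 5B (Smp_066200), whose listed exon length is 15.2 kb, was at 4.11 ± 0.375 TPM. All 8 Dataset S1 genes for subunits of the V-type ATPase, the pump that acidifies intracellular compartments, were above 10 TPM by the same test. They ran from 184 ± 30.3 TPM for subunit H (Smp_246140) to 811 ± 20.8 TPM for subunit S1 (Smp_267000), and do not cover the whole pump. Among 19 small GTPases, which switch vesicle traffic and signaling on and off, 18 were above and 1 did not pass the test, and all 19 were above when adjusted over the list alone. The Rab-1A gene (Smp_210430) reached 1029 ± 60.9 TPM, and the median of the group was 158 TPM. All 30 genes grouped as peptidases by their descriptions, which include complex subunits and a gene described as inactive, were above 10 TPM, with a median of 72.2 TPM. Their highest member was a cathepsin L (Smp_343260), a cysteine protease, at 2223 ± 229 TPM, and their lowest was the ADAM17-like protease (Smp_175340), at 19.4 ± 2.32 TPM.
The other groups had medians near 40 TPM. Of 38 genes of the ubiquitin system, which tags proteins for degradation, 37 were above 10 TPM and 1 was below. An E2 enzyme of this system (Smp_068000) was at 570 ± 82.3 TPM, and the deubiquitinase Josephin-2 (Smp_060290) was at 4.53 ± 0.305 TPM. The 63 genes grouped as protein kinases by their descriptions, which include regulatory subunits, held 58 above, 2 below and 3 that did not pass the test. The lowest was the receptor kinase Ror (Smp_136070), with 62.7 kb of listed exon, at 1.48 ± 0.107 TPM. The highest was cyclin-dependent kinases regulatory subunit 2 (Smp_158910), which binds kinases and is not one itself, at 383 ± 19.9 TPM. Casein kinase I isoform alpha (Smp_067810), named after its values were seen, came next at 299.5 ± 12.5 TPM. Of 24 glycosylation genes, 22 were above, 1 was below and 1 did not pass. O-GlcNAc transferase (Smp_046930) was at 644 ± 106 TPM and Exostosin-3 (Smp_073220) at 8.26 ± 0.853 TPM. All 12 palmitoyltransferases and all 8 RNA polymerase subunits that Dataset S1 lists were above 10 TPM, as were 6 of its 7 tRNA ligases. The remaining tRNA ligase, a mitochondrial phenylalanine enzyme (Smp_149430), was below, at 8.37 ± 1.11 TPM.

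**Figure D1:**
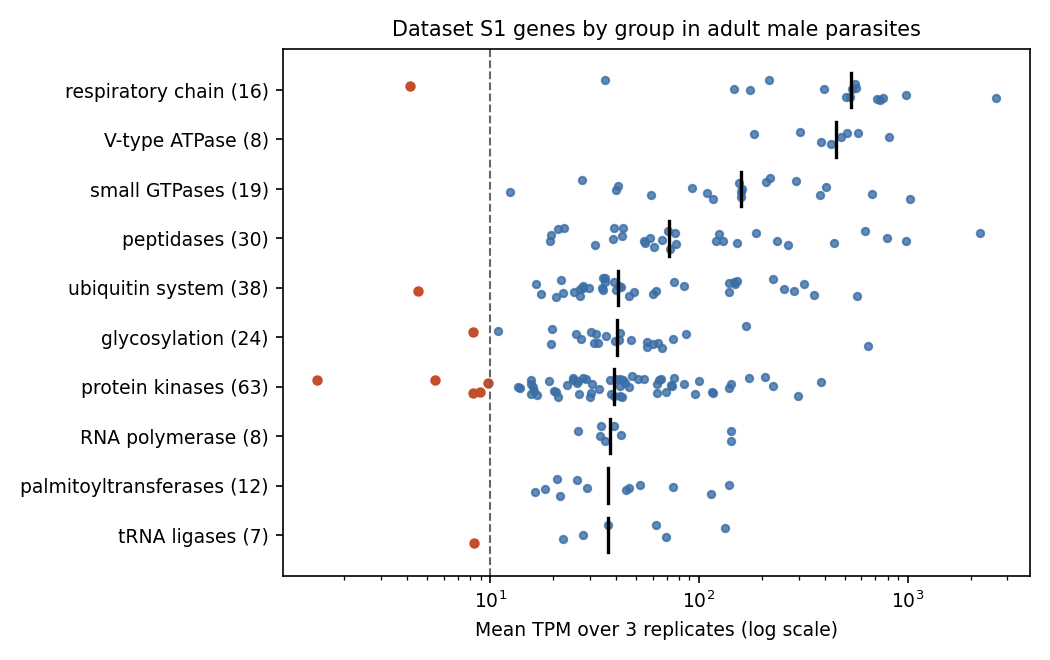
Mean TPM over 3 replicates (log scale) of each gene in the 10 groups of Dataset S1, with the number of genes in parentheses; each point is a gene, red where its mean is at or below 10 TPM, the black bars are medians and the dashed line is at 10 TPM. The respiratory chain (with ATP synthase), at a median of 537 TPM, and the V-type ATPase, at 454 TPM, lie to the right of the other groups.

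Over the whole list, edgeR called 542 genes above 10 TPM and 16 below at an adjusted p under 0.05, and 15 were called neither way. Adjusted over the list alone, the numbers were 543, 16 and 14. The study chose this list by expression in male parasites, so the count above the threshold is not independent evidence. The paper states that genes expressed above this level were more likely to give visible RNAi phenotypes in a retrospective analysis by Wang et al., and it took the filtered genes that resemble known druggable targets into its screen.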

Out of the initial 576 genes, we were able to amplify and generate sufficient double-stranded RNAs (dsRNAs) for 507 genes (88%) (Dataset S1). To evaluate RNAi knockdown phenotypes for these genes of interest, we treated adult male and female pairs with dsRNA over the course of 30 d (Fig. 1 *A* and *B*). During these experiments (Fig. 1*B*), we monitored worm health under in vitro culture conditions. Healthy parasites attach to tissue culture substrate using both their oral and ventral suckers and can move inside of the culture vessel. Substrate attachment and normal movement were used as a preliminary readout of worm viability, identifying other previously defined visible defects by light microscopy as they arose (tissue/gut edema, tegument/head degeneration, hypercontraction, death, etc.) (18).

Genes producing phenotypes following RNAi treatment were validated by confirming gene identity using DNA sequencing and knockdown specificity through designing additional dsRNAs targeting a nonoverlapping gene region when possible (Dataset S1). These studies yielded 63 genes (~11% hit rate) which produced fully penetrant phenotypes affecting attachment upon knockdown. Many worms displayed phenotypes in addition to detachment defects following depletion of individual genes of interest (*SI Appendix*, Fig. S1 and Dataset S1).

### Focused RNAi Screen Yields Potential Targets that Can be Grouped According to Enzymatic Function.

Of the 63 genes with demonstrated fitness cost upon knockdown, we found that many fell into broad categories of enzyme activity (Fig. 1 *C* and *D* and Dataset S2). We identified essential genes with predicted functions in the categories of GTPases, ubiquitination/proteasomal degradation, transferases (acetyl, palmitoyl, glycosyl, etc.), kinases and phosphatases, peptidases/proteases, ATPases, DNA/RNA regulation, and motor proteins (Fig. 1 *C* and *D*). We also found additional genes that were predicted to perform functions in other pathways that did not fall into any of these categories (GPCR, mutase, dehydrogenase, lipase, etc.). These data reaffirm many of the trends that we observed in our previous work (18). Particularly, that parasites are especially sensitive to knockdown of genes encoding proteins involved in proteostasis and RNAi targeting large protein complexes like the proteasome are likely to produce a phenotype. The V-type (vacuolar) ATP-dependent proton channel exemplifies another essential large protein complex represented in our dataset, the knockdown of numerous individual subunits producing phenotypes following RNAi.

Two of the most abundant categories that produced severe phenotypes were GTPases and kinases, the former commonly leading to rapid death in adult parasites upon knockdown (*SI Appendix*, Fig. S1). GTPases present as molecular switches for numerous key cellular processes (32, 33), and kinases are frequently involved in vital signaling cascades (34, 35). Thus, it is understandable that depletion of these genes would result in deleterious effects.

In addition, there were several proteases and peptidases whose knockdown produced phenotypes in parasites. Peptidases have often been proposed as potential drug targets for the development of therapeutics for schistosomiasis because of their involvement in critical cellular processes (36), such as the proteolytic invasion machinery of cercariae that enable them to infect their mammalian hosts (37, 38). Another example are the cathepsins (39, 40), a family of cysteine proteases (B1, L1/F, L2, L3, C, and D) that are secreted into the schistosome gut and aid in the digestion of hemoglobin and its subsequent metabolism. Confirming the necessity of these enzymes for normal parasite function, we identified a putative cathepsin F ortholog (Smp_034410) that was essential for parasite survival in vitro (Dataset S1 and *SI Appendix*, Fig. S1). We also identified proteases that function as key regulators in cell signaling and developmental programs (41). A putative ADAM17 ortholog was found to be essential for parasite survival (Dataset S1 and *SI Appendix*, Fig. S1). This metalloenzyme is expressed ubiquitously in mammals and contributes to important physiological processes (42), such as the processing of tumor necrosis factor (TNF)-α, a critical factor in inflammation (43, 44).

### In Silico Prioritization of Potential Drug Targets.

Our previous study identified 181 genes producing a phenotype upon knockdown (18), and the experiments performed here revealed an additional 63 (Fig. 1 *C* and *D* and Dataset S1 and *SI Appendix*, Fig. S1). However, not all essential genes are equally targetable with drugs. Thus, it is unlikely the 244 potential targets from our RNAi studies are equally suited for the development of therapeutics. Our goal is not only to identify essential genes encoding potential drug targets, but also to provide data that enable us to decide which targets are best to proceed with for a ready-made drug discovery campaign. Therefore, we have decided upon a set of unbiased criteria that represents characteristics for an ideal drug target, thereby enabling us to distinguish among potential candidates. We selected prioritization criteria based on the rationale of identifying targets whose cellular processes are essential to the survival of parasites, provide an ample therapeutic window for the safe and effective treatment of disease, and have characteristics that are amenable to ready-made drug discovery campaigns. To enable us to prioritize targets for further in-depth experiments, we have assigned each target a numerical score based on the following criteria: RNAi phenotype severity, mammalian nonessentiality, assayability, druggability, and parasite selectivity (*SI Appendix*, Table S1 and Fig. 2*A*).

**Fig. 2.**
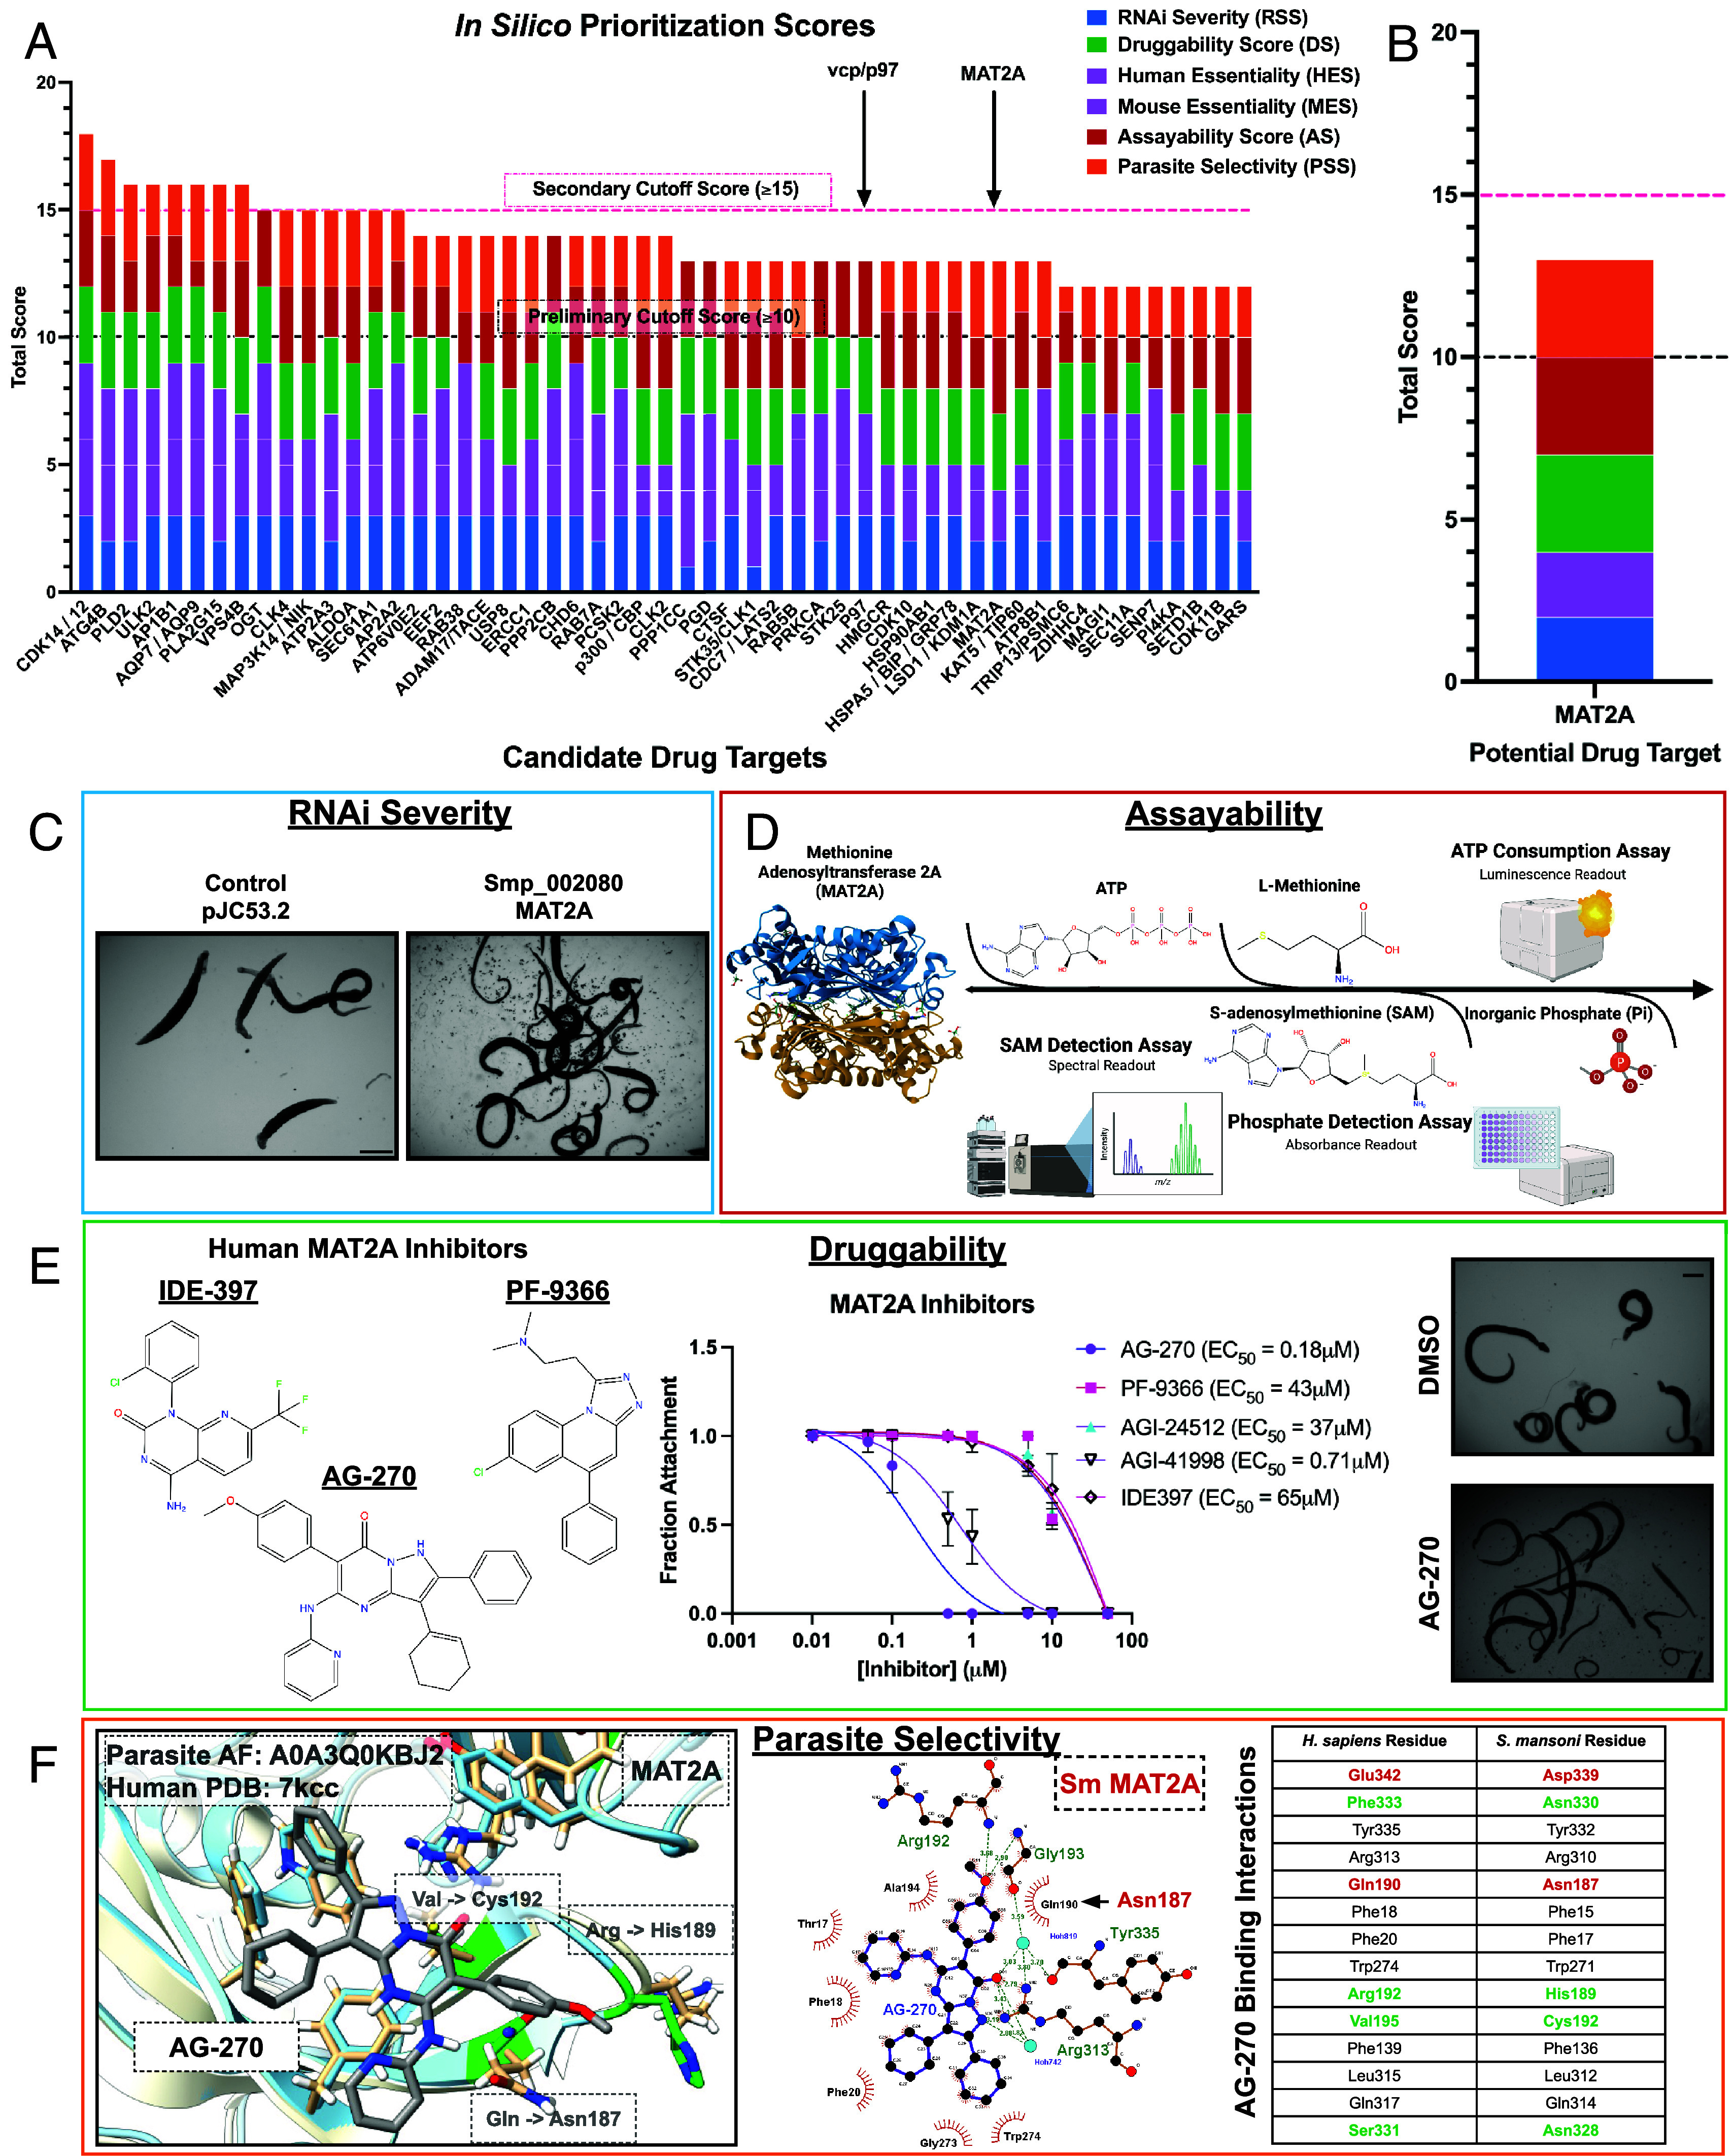
Prioritization scoring of essential schistosome genes reveals potential therapeutic targets. (*A*) In silico prioritization of essential genes identified by RNAi experiments. Representative targets shown were the top 53 highest scoring candidates. Potential targets were listed and prioritized according to scoring criteria detailed in *SI Appendix*, Table S1. Those identifiers that possessed a score ≥10 in initial scoring were scored according to the criteria set in the parasite selectivity section in addition. Thresholds were set at 10 to prioritize targets with ideal characteristics in three or more categories, and ≥15 to represent candidates that scored well in each category. (*B*) Example of scoring for *S. mansoni* MAT2A (SmMAT2A; Smp_002080). (*C*–*F*) Visual representation of experimental data included in prioritization criteria. (*C*) RNAi severity score (RSS). Light microscopy images of adult worms treated with control dsRNA (pJC53.2) and dsRNA targeting SmMAT2A. (*D*) Assayability score (AS). Outline of various techniques used to measure the biochemical activity of SmMAT2A (SAM Detection—RapidFire MS, ATP Consumption—Kinase Glo, Inorganic Phosphate Detection—PiColorLock). (*E*) Druggability score (DS). Structures of known *Homo sapiens* MAT2A (HsMAT2A) allosteric inhibitors AG-270, PF-9366, and IDE-397. Light microscopy images of adult worms treated with DMSO control or HsMAT2A inhibitor AG-270 at 10 μM. Dose–response curve of adult parasites treated with different HsMAT2A inhibitors (AG-270, PF-9366, IDE397, AGI-41998, and AGI-24512). Compounds were tested from a range of 50 μM to 10 nM to determine EC_50_. Values were determined by Prism. (*F*) Parasite selectivity score (PSS). Alphafold structure of SmMAT2A (Blue; AF: A0A3Q0KBJ2) aligned with HsMAT2A (White; PDB: 7KCC) bound to a known inhibitor, AG-270. Unique schistosome residues are outlined in green. LigPlot schematic showing HsMAT2A (PDB: 7KCC) bound to AG-270. Table depicting residues predicted to be involved in binding to AG-270. Conserved amino acid residues involved in binding are labeled black, while residues that are significantly different between the schistosome and human protein are colored green. Minor residue changes, such as small changes in size, are colored red. [Scale bar (*C* and *E*), 1,000 μm.]

We reason that an ideal drug target is one whose knockdown leads to rapid and severe effects within the parasite, so the worms are completely debilitated when modulated by a drug and subsequently cleared by the host (RSS). To allow for a wide therapeutic window, we have chosen to prioritize targets whose homologs are nonessential in mammals (human and mice) (Essentiality Score). An ideal target should also encode a soluble protein that can be expressed and purified in a recombinant system in sufficient quantity and whose enzymatic activity can be measured reliably in high-throughput format using an easily adaptable, robust, commercially available assay (AS). Importantly, valuable drug targets need to bind drug-like molecules. Our prioritized drug targets should be closely related to human orthologs that possess commercially available small molecule modulators with drug-like properties (45–48) that show on-target activity in cellulo (DS). High-value targets should also have amino acid differences in critical binding regions, such as active sites, compared to their human counterpart to enable the development of species-selective drugs. This analysis was based on sequence and 3D structural alignments (PSS). One final consideration is that an ideal drug target should have a target-specific biological outcome that can be measured using well-established, robust methods to facilitate demonstration of on-target activity by a small molecule.

### Unbiased Categorization Reveals Several Attractive Targets for the Development of Therapeutics.

Using these metrics (*SI Appendix*, Table S1), we have analyzed a total of 244 genes from both our initial RNAi screen (18), as well as those uncovered in the present work (Fig. 2*A* and Dataset S3). Based on these criteria, we found that there were many potential drug targets that possessed ideal characteristics in most of these categories. Conversely, we found a clear cut-off at a cumulative score of 10 in prerequisite categories (RNAi severity, mammalian essentiality, assayability, and druggability) (Fig. 2*A*). Genes that fell below this threshold lacked ideal characteristics from two or more of these criteria. This does not mean that these are not valid drug targets, only that there are clear barriers in the path to drug discovery, whether that is a need for extensive purification or assay optimization, a lack of clear drug-like small molecule binding characteristics, or a limited therapeutic window.

Because of the intensive nature of structural studies, we utilized this cut-off score of ≥10 in the other composite categories to represent the targets with the most favorable properties for drug discovery. Using this cut-off, 85 potential targets qualified for additional investigation of selectivity using structural analysis (Dataset S3). However, as a number of these potential targets encoded individual subunits of singular complexes, we combined these targets into a single representative, reducing the final candidate pool to 65. Utilizing resources such as the Protein Data Bank (PDB) (49, 50), AlphaFold (51), and Clustal (52, 53), we have identified 51 potential drug targets that present favorable structural data (PSS ≥ 2) toward the development of selective drug-like molecules (Dataset S3), supplying structural and unique residue differences between the parasite and orthologous mammalian structures (*SI Appendix*, Fig. S3) that can be leveraged for drug development.

During our analysis, we uncovered numerous reported small-molecule compounds that act upon the predicted human orthologs of schistosome proteins of interest (Dataset S3 and *SI Appendix*, Table S4). Most of them produced a phenotype in the worms at an initial concentration of 10 μM (*SI Appendix*, Fig. S2 *A* and *B*), but there were interesting trends that these studies revealed to prioritize future targets of interest. First, there were inhibitors that killed parasites quickly (within 24 h), such as ULK-101, which targets ULK1/2 (*SI Appendix*, Fig. S2 *A* and *B*). The current standard of care, PZQ, paralyzes parasites within minutes following application. For a potential alternative therapy to compete with PZQ in a clinical setting, it is important that a drug act quickly, in a single dose. Therefore, drugs that display fast-killing kinetics on their cognate target are of great therapeutic interest (54). Second, there were targets whose inhibitors were potent at submicromolar concentrations (*SI Appendix*, Fig. S2*C*). Each of MEK1, ULK2, USP8, and MAT2A possessed commercial inhibitors that caused detachment of adult worms in culture in the nanomolar range (Fig. 2*E* and *SI Appendix*, Fig. S2*C*). It is sufficient to note that the most attractive targets for further drug discovery are those whose related compounds engage their target with high potency. Last, it was often the case that several classes of inhibitors were available for a given target. This enabled us to test different chemical scaffolds, or perhaps binding sites, for a single target and compare potencies on worms to what is known in literature. There were several targets, such as MEK1, where one known compound (Trametinib) was profoundly effective (EC_50_ = 650 nM), yet the other (Mirdametinib) was ineffective (EC_50_ > 50 μM) (*SI Appendix*, Fig. S2*C*). This suggests that there might be nontrivial differences in how these small molecules interact with their target in parasites compared to humans (e.g., permeability or target engagement). However, additional studies are needed to determine whether these compounds are engaging the predicted target by investigating potential downstream biological outcomes following inhibition of each of these targets (i.e., substrate phosphorylation, detection of metabolite abundance, etc.).

This workflow led to prioritization of 18 schistosome protein targets (Dataset S5) that we believe are the most promising to pursue in a drug discovery campaign. These final candidates represented ideal characteristics of our outlined criteria with the added benefit of a clear method to measure the biological outcome of pharmacologic modulation of the target by an inhibitor to determine on-target action. For instance, one hit, a schistosome ortholog of the methionine adenosyl transferase MAT2A (Smp_002080) embodied many of the ideal characteristics laid out in our prioritization criteria (Fig. 2*B*). MAT2A is an essential metabolic enzyme that catalyzes the synthesis of the primary methyl donor in cells, S-adenosylmethionine (SAM), from ATP and methionine (55). RNAi of the gene encoding schistosome MAT2A resulted in rapid detachment of parasites after roughly 2 wk of dsRNA treatment (Fig. 2*C*). Although MAT2A is essential in mice and various human cell lines, our own structural investigation revealed that this enzyme has an allosteric binding site that is targeted by many drugs and possesses residues distinct from its human counterpart (Fig. 2*F*) (56).

Allosteric inhibitors of MAT2A (Fig. 2*E*), such as PF-9366 (57), IDE-397 (58), and AG-270 (56), bind at the interface between two MAT2A monomers. There are integral residues that are conserved within this binding pocket, which likely explains how we still see activity on worms (Fig. 2*F*). But there are major changes within the surrounding pocket of AG-270, such as HsPhe333 to SmAsn330, HsArg192 to SmHis189, and HsSer331 to SmAsn328. In addition, a change from HsVal195 to SmCys192 creates an opportunity to target this allosteric binding site with covalent warheads, which would confer significant specificity to the schistosome protein over its human counterpart.

MAT2A is easily expressed in recombinant systems (*Escherichia coli*) in soluble fractions with high yield and it catalyzes a simple biochemical reaction to convert ATP and L-methionine into SAM (59). This reaction can be monitored using numerous robust methods that are amenable to high-throughput format, whether it is ATP consumption (Kinase-Glo), inorganic phosphate detection (PiColorLock), or SAM formation (RapidFire) (Fig. 2*D*). Last, the biological outcome of MAT2A inhibition within the context of the parasite can be easily measured through the detection of the common metabolite SAM using liquid chromatography followed by mass spectrometry (LC–MS). There is added credence to MAT2A as a bona fide drug target, as inhibitors of MAT2A are being investigated in Phase I clinical trials for tumors with loss of the gene MTAP, constituting 15% of cancers (56).

### p97 Is a Potential Drug Target for the Treatment of Schistosomiasis.

As a proof-of-principle in the utility of our prioritization scheme, we conducted further studies with a schistosome protein encoding a putative valosin-containing protein/p97 (vcp/p97/cdc48) ortholog (Smp_018240). p97 is an abundant AAA-ATPase that serves a major part in the regulation of protein quality control, including mediating the degradation of ubiquitinated proteins via the endoplasmic reticulum associated degradation (ERAD) pathway (60, 61). Our lab previously described the rapid and severe phenotypes arising following p97 RNAi and the potent effects of inhibitors optimized for human p97 on adult parasites (18). Treatment with CB-5083 (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S4*A*) (60, 62, 63), an ATP-competitive inhibitor, and NMS-873 (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S4*A*) (64, 65), an allosteric inhibitor, led to parasite death in vitro at submicromolar concentrations (18). However, there have been numerous inhibitors developed to target the human enzyme (Fig. 3*A*) (66) that remain untested on schistosomes, such as an additional allosteric inhibitor, UPCDC-30245 (67, 68), and a physiological inhibitor, Eeyarestatin I (EerI) (69, 70). We revisited these compounds and tested them on adult parasites, finding that they were all effective, and produced similar physical phenotypes (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S4*A*). We assessed on-target action as described previously (18), performing a western blot on drug-treated worm lysate using an antibody that recognizes Lys48 (K48) polyubiquitinated proteins. Like before, we observed an accumulation of proteins targeted for proteasome-mediated degradation for known controls CB-5083 and NMS-873 as expected (Fig. 3*C* and *SI Appendix*, Fig. S4*B*), meaning the function of p97 has been perturbed following drug treatment. However, we did not observe the same accumulation for CB-5083 analogs, DbeQ and ML240, despite seeing activity on the worms. ML240 killed parasites quickly, which could circumvent detectable ubiquitin accumulation. But this suggests that there might be another target in schistosomes for these inhibitors that could lead to parasite death, as is known to be true for human cells (71) and other organisms (72). In addition, we did not see significant increases in K48 abundance with UPCDC-30245 or Eer1 (Fig. 3*C* and *SI Appendix*, Fig. S4*B*). p97 governs diverse pathways separate from protein degradation via the ubiquitin proteasome system (21, 73). Certainly, UPCDC-30245 has been shown to have a unique mechanism of action in blocking endo-lysosomal degradation (74, 75) and exerts only weak effects on protein ubiquitination.

**Fig. 3.**
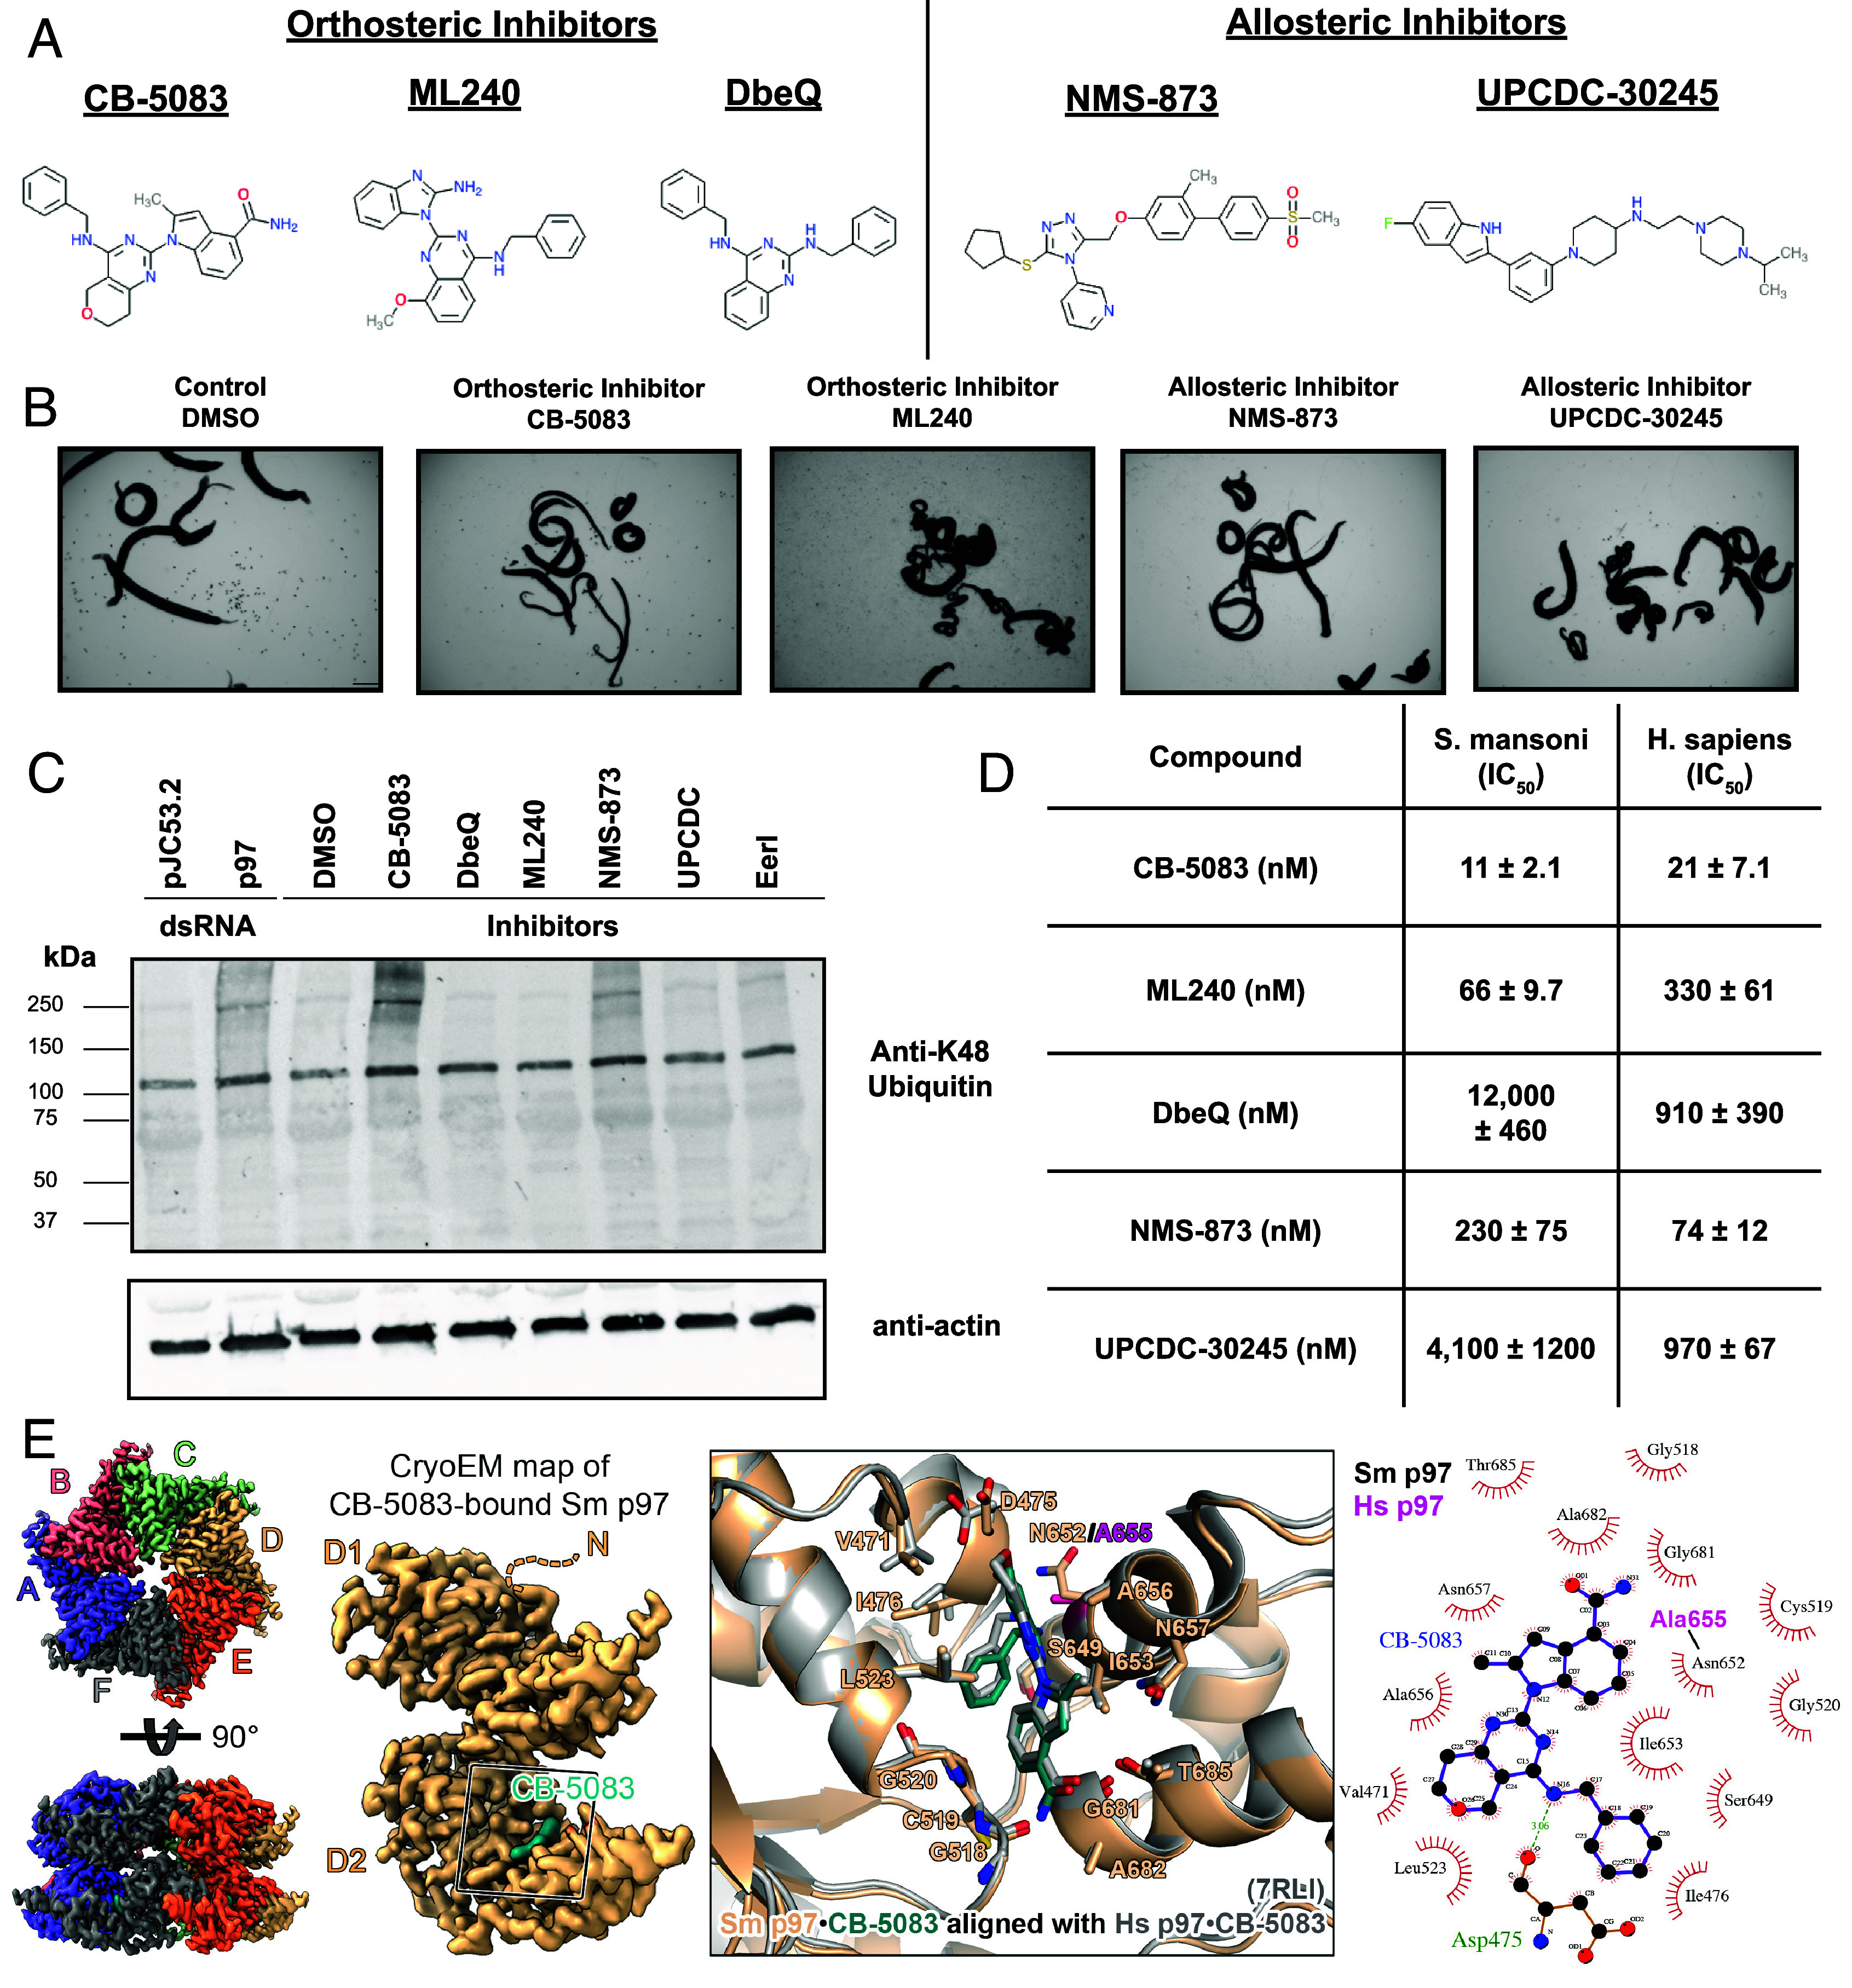
A parasite vcp/p97 homolog is essential for parasite survival and are affected by human inhibitors. (*A*) Chemical structures of established human p97 inhibitors classified as either active site (orthosteric) inhibitors (CB-5083, ML240, and DbeQ) or allosteric binding site inhibitors (NMS-873 or UPCDC-30245). (*B*) Light microscopy images of adult parasites treated with DMSO control or human p97 inhibitors at 10 μM. (*C*) Western blot depicting polyubiquitinated protein profile (K48 antibody) in worm lysate following treatment by dsRNA targeting p97 (pJC53.2 control) or established human p97 inhibitors (DMSO control). (*D*) Compared IC_50_ values of p97 inhibitors tested from 100 μM to 1 nM for *S. mansoni* and *H. sapiens* p97 recombinant enzyme using Kinase-Glo. Values were calculated in Prism. (*E*) Cryo-EM map and structure of the schistosome p97 hexamer in complex with the active site inhibitor CB-5083. Comparison of CB-5083 binding between the schistosome enzyme (Smp97; wheat) and human enzyme (Hsp97; gray, PDB: 7RLI). Ligplots were generated using LigPlot+ v2.2 using the structure of *S. mansoni* CB-5083-bound p97. Residues forming hydrophobic interactions are colored black, while other interactions are depicted in green. Unique human residues are colored pink. [Scale bar (*B*), 1,000 μm.]

Since *S. mansoni* (804 amino acids) and *H. sapiens* (806 amino acids) p97 possess 82% identity in their amino acid sequence, we wanted to determine whether there were any empirical differences in selectivity when treated with inhibitors. We purified both full-length *S. mansoni* and *H. sapiens* p97, then measured the IC_50_ of described inhibitors (Fig. 3 *A* and *D*) using a luminescence-based biochemical assay, Kinase-Glo, which measures ATP consumption. We determined that, for inhibitors related to the scaffold of CB-5083, there was some preference for the schistosome enzyme (Fig. 3*D*). This selectivity was minor for CB-5083 (~twofold), but more pronounced for ML240 (~fivefold). However, we were hesitant to repurpose this set of compounds for treatment of schistosomiasis, as treatment with CB-5083 in Phase I clinical trials for cancer led to undesired, off-target effects (71, 76). Unfortunately, both allosteric inhibitors, UPCDC-30245 and NMS-873 compounds were selective in favor of the human enzyme (Fig. 3*D*). To further our ability to conduct target-based drug discovery, we obtained a structure of *S. mansoni* p97 using cryo-EM (Fig. 3*E* and *SI Appendix*, Fig. S5 and Table S6). Overall, we found minor changes in the active site of schistosome p97 compared to its human homolog. The main difference being an asparagine (Asn652) in the place of an alanine (Ala655) in the human enzyme that could contribute to selectivity (Fig. 3*E*). To ascertain whether there were any subtle differences in the conformational changes of schistosome p97 compared to its human ortholog, we determined the structure of the *S. mansoni* p97 apo-enzyme (*SI Appendix*, Figs. S6*A* and S7*A* and Table S6) and its complex bound to ATPγS, a slow-hydrolyzing analog of ATP (*SI Appendix*, Figs. S6*B* and S7*B*). We found that the binding modes and conformational changes observed in *S. mansoni* p97 following binding to active site inhibitors (CB-5083) (Fig. 3*E*) and nucleotide substrates (ATPγS) were similar to the human enzyme (67, 77) (*SI Appendix*, Figs. S7 *A*–*C* and S8 *A* and *B*). Indeed, there is a conserved mechanism in a pivot-like movement of the D2 domain and subsequent central pore constriction (~8 Å) following ATPγS nucleotide binding (67) (*SI Appendix*, Fig. S8 *A* and *B*).

### High-Throughput Screen of *S. mansoni* p97 Uncovers Benzoxazole Propiolamide Covalent Inhibitor Scaffold.

These findings inspired us to conduct a high-throughput screen of *S. mansoni* p97. This would provide the best opportunity to identify scaffolds for enzyme inhibition that are specific for the parasite p97, rather than re-engineering existing compounds that are toxic or display no selectivity. So, we conducted a high-throughput screen of roughly 350,000 compounds (*SI Appendix*, Table S3). We were intrigued by one scaffold, as many compounds bearing a similar scaffold were included in the screen, but only four of the series showed marked inhibition of *S. mansoni* p97 function (Fig. 4*A*). Each active compound possessed the same benzoxazole propiolamide moiety, while the corresponding alkenyl (Z—324 and E—135), or alkyl amide (326) were inactive (Fig. 4*A*). We validated the activity of these compounds on the enzyme by performing dose–response analysis and found ~10-fold selectivity for the parasite enzyme over its human counterpart (Fig. 4*A*). After determining their potency, we treated adult worms with these inhibitors, and three of the four parent compounds were found to cause at least detachment in the parasites after 3 d of treatment with 10 μM compound (Fig. 4*B* and *SI Appendix*, Fig. S9*A*). Two compounds, 242 and 243, led to death in adult parasites (Fig. 4*B* and *SI Appendix*, Fig. S9*A*), 243 being the more potent of the two (*SI Appendix*, Fig. S9C). However, we did not see K48 polyubiquitinated protein accumulation by western blot following 48 h of treatment with these initial inhibitors (*SI Appendix*, Fig. S9*B*), which is expected for the majority of described p97 inhibitors.

**Fig. 4.**
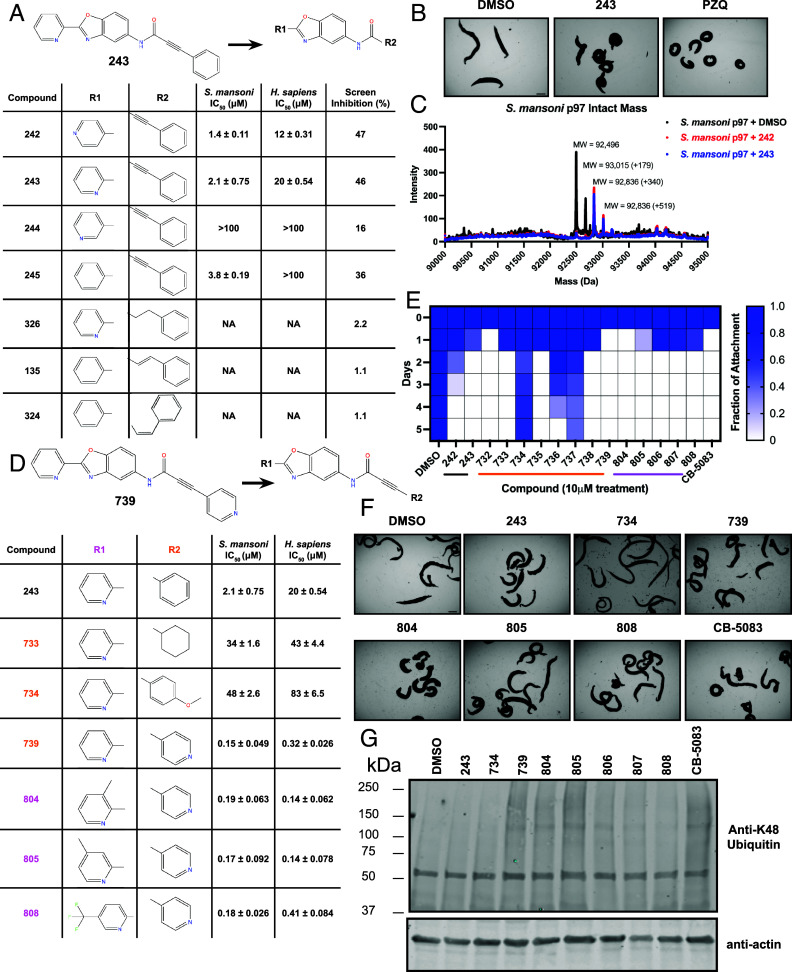
A covalent scaffold identified in high-throughput screen for inhibitors of schistosome p97 yields drug candidates that kill worms. (*A*) Chemical structure of schistosome p97 inhibitor benzoxazole propiolamide analog 243 and its related molecules identified from a high-throughput screen of the UT Southwestern 350 k library. Structural activity relationship between analogous active and inactive compounds included in the high-throughput screen. Compounds were retested to determine the potency against parasite (Smp97) and human (Hsp97) enzyme and confirm selectivity. A value of >100 signifies that the IC_50_ value was predicted to be greater than 100 μM or the maximal inhibition was not achieved by concentrations included in dose–response experiments (100 μM maximum). NA signifies that these compounds did not produce any notable effect on the enzyme at the tested concentrations (100 μM to 1 nM). Values were calculated using Prism. (*B*) Light microscopy images of worms treated with compound 243 compared to DMSO (negative) and praziquantel (positive) control. (*C*) Mass spectrum of recombinant *S. mansoni* p97 in solution with DMSO control (black) or covalent scaffold compounds (242—red and 243—blue). Peak migrations account for a single p97 monomer (~92.5 kDa) and a mass shift following incubation with either covalent inhibitor (339.35 Da) or DMSO. Additional species are detected at 179 Da for either peak. (*D*) Chemical structure of compound 739. Structural activity relationship outlining R1 (800 series) and R2 (700 series) modifications made to the depicted scaffold. Comparative IC_50_ values display the potency of each compound on the recombinant parasite and human enzyme (100 μM to 1 nM). Values were calculated using Prism. (*E*) Heat map showing attachment of a population of 10 adult worms in a culture well over time following treatment with compounds for 72 h, refreshing drug and media every 24 h, then monitoring for phenotypes until the end of the experiment at D5. A value of 1 (dark blue) means that all worms were attached to tissue culture substrate, and a value of 0 (white) denotes that all worms were detached from the plate. (*F*) Light microscopy images of worms treated with inhibitors from this chemical series compared to DMSO negative control and positive control CB-5083, a known p97 inhibitor that is active on adult schistosomes. (*G*) Western blot depicting polyubiquitinated protein profile (K48 antibody) in worm lysate following treatment by DMSO control or p97 covalent inhibitor analogs (actin loading control). [Scale bar (*B* and *F*), 1,000 μm.]

As the electrophilic propiolamide group is an essential part of the pharmacophore for p97 inhibition, we hypothesized that these molecules were covalently modifying p97. We confirmed this suspicion by performing intact mass spectrometry and found a shift in abundance at the expected sizes of these molecules (~339 Da) (Fig. 4*C* and *SI Appendix*, Fig. S10 *A* and *B*). A trypsin digest followed by mass spectrometry revealed that the dominant species modified by this scaffold was a peptide ([K].GVLFYGPPGCGK.[T]) containing Cys519, which resides within the ATP binding pocket of p97 (*SI Appendix*, Figs. S7*D* and S10*C*). However, other cysteines along p97’s structure do appear to be modified by this chemical series, albeit at much lower levels (>100-fold). Covalent modification of this residue would explain the inhibition of p97’s ATPase function, as other described inhibitors that modify this residue are effective inhibitors of p97’s capacity for ATP hydrolysis (64).

### Structure–Activity Relationship Analysis Generates Potent Inhibitors of Schistosome p97.

We sought to improve the potency of these compounds and conducted a limited structure–activity relationship (SAR) analysis on this chemical series (Fig. 4*D* and *SI Appendix*, Fig. S9*C*). There were two primary sites where modifications were made to this parent scaffold. The first modification site is the benzene ring proximal (**R2**) to the propiolamide moiety, and the second is the pyridine ring distal to the same propiolamide moiety (**R1**). Compounds belonging to the 700 series (700s) contain alterations made to the **R2** chemical group, while 800 series (800s) compounds possess **R1** modifications.

We first tested the 700 series of compounds, containing modifications to the **R2** benzene ring. We found that adding electron withdrawing groups, such as a chloride, or an electron donating group, such as a methoxy, to the proximal phenyl group (**R2**) reduced potency on the enzyme (Fig. 4*D* and *SI Appendix*, Fig. S9*C*). Swapping the **R2** benzene ring with another nonaromatic cyclic group, like a cyclopropane or cyclohexane, also reduced potency. Altering this benzene ring into a pyridine increased potency, giving us our most potent enzyme inhibitor, 739 (IC_50_ = 150 nM). Then, we tested the 800 series of compounds, determining how modifications to the **R1** pyridine ring affected the potency of these compounds on the enzyme. Adding a hydrophobic methyl group and moving it around the **R1** aromatic pyridine ring had little impact on potency regardless of its position. However, each of these later **R1**-modified compounds displayed submicromolar potency on the enzyme and produced the desired pharmacologic effects by western blot after treating adult parasites with the inhibitors (Fig. 4*G* and *SI Appendix*, Fig. S9 *B* and *C*).

Promisingly, the SAR trends mimicked the potency of these compounds on worms (Fig. 4 *D*–*F* and *SI Appendix*, Fig. S9 *A* and *C*). We treated adult worms with each of these compounds at 10 μM to determine preliminary activity and tracked their attachment to tissue culture substrate as well as their physical morphologies (Fig. 4 *E* and *F* and *SI Appendix*, Fig. S9*A*). From the parent scaffold, only compounds 242 and 243 showed significant activity on worms, causing detachment within 48 h in culture, ultimately leading to their death. While compound 245 did cause detachment, it did not lead to parasite death. Compound 244, which presented minimal activity on the enzyme, did not have any adverse effects on worm health and survival.

Modifications to the **R2** group (700 series) had some variable effects on parasites. Several alterations to the scaffold that decreased potency on the enzyme (734, 736, and 737) also led to decreased activity on the worms (Fig. 4*E* and *SI Appendix*, Fig. S9 *A* and *C*). And the most potent compounds on the enzyme, 738 and 739, had the most potent effects on worms (*SI Appendix*, Fig. S9*C*), ultimately leading to death of the parasites following detachment within 24 h. However, only compound 739 showed on-target activity by western blot, producing the predicted accumulation of K48 polyubiquitin moieties following inhibitor treatment (Fig. 4*G* and *SI Appendix*, Fig. S9*B*). Some compounds of this **R2** modification chemical series (732, 733, and 735) were still active on worms despite abolishing activity on the enzyme. These off-target effects suggest that there might be another molecular target of these compounds, as is true for CB-5083 (71, 76), or pharmacokinetic properties of the compounds (i.e., solubility) might obfuscate the activity seen on parasites.

Each of the compounds with modifications to the **R1** group (800 series) displayed submicromolar potency on the enzyme, produced an on-target biological response in the accumulation of K48 polyubiquitin chains, and killed parasites (Fig. 4 *D*–*G* and *SI Appendix*, Fig. S9). With these later 800 series compounds, we found that there was a strong correlation between potency on the enzyme in vitro with an impact on the worms, supporting an on-target killing mechanism (Fig. 4 *E* and *F* and *SI Appendix*, Fig. S9 *A* and *C*).

We measured the IC_50_ of each of these covalent inhibitor analogs on the human p97 at the same time as the schistosome enzyme. Our data suggest that, as the potency of these compounds increased for the parasite p97, the selectivity for the parasite enzyme over its human counterpart decreased (Fig. 4*D* and *SI Appendix*, Fig. S9*C*). Unfortunately for these covalent inhibitors that appear to have an on-target killing mechanism (800 series and compound 739), there is little to no selectivity for the parasite enzyme (*SI Appendix*, Fig. S9*C*). After seeing these changes to selectivity, we tested these compounds on human cells to determine cytotoxicity (*SI Appendix*, Fig. S11 *A*–*C*). We treated HepG2 cells with the parent compound (243), the most potent compound on the enzyme (739), and each of the 800 series compounds to determine cytotoxicity, using CB-5083 as a control. Each of these compounds were cytotoxic in roughly equal concentrations to the potency (EC_50_) of the compounds on worms (*SI Appendix*, Fig. S11*E*). However, they were noticeably less cytotoxic to cells than CB-5083.

### Cryo-EM Structure of *S. mansoni* p97 Bound to Covalent Inhibitors Reveals Conformational Change.

To better understand where these compounds bind p97 in the hopes of improving selectivity, we sought to solve the structure of this scaffold bound to *S. mansoni* p97 using single particle cryo-EM analysis. Two cryo-EM datasets were collected for benzoxazole propiolamide inhibitor analogs 739- and 804-bound to schistosome p97 (Fig. 5*A* and *SI Appendix*, Figs. S6 *C* and *D* and S12 *A* and *B* and Table S6). We identified density belonging to these inhibitors at an interface between two monomers of p97 (Fig. 5 *A* and *B* and *SI Appendix*, Figs. S6 *C* and *D* and S12 *A* and *B*). As suggested by our mass spectrometry experiments, Cys519 appears to be covalently linked to these molecules (Fig. 5*A*). Presumably, this occurs through a Michael reaction conducted by the thiol of Cys519, as the entire mass of the inhibitor can be detected by intact mass spectrometry (Fig. 4*C* and *SI Appendix*, Fig. S10*A*). This suggests that there is no leaving group in this chemical reaction and instead forms a carbon–carbon double bond in addition to the covalent linkage to Cys519 (*SI Appendix*, Fig. S12*E*). Based on our best approximation, 739 and 804 appear to engage in slightly different binding contacts (Fig. 5*A* and *SI Appendix*, Fig. S12 *C* and *D*), even though they only differ by a single methyl group on the distal (**R1)** pyridine ring. For instance, compound 804 makes more putative contacts with residues in its conjugated p97 monomer (**chain D**). Additionally, compound 739 lays flat within its binding pocket, while compound 804 is rotated around the carbon–carbon double bond so that the thiol of Cys519 forms an adduct on the opposite side of the amide (Fig. 5*A* and *SI Appendix*, Fig. S12 *C*–*E*). In the case of 739, it is on the same side. This means that 804 forms an E-configuration olefin, while 739 forms an elongated Z-configuration olefin following nucleophilic attack by Cys519 (*SI Appendix*, Fig. S12*E*), enabling these compounds to engage different residues within their binding pocket. However, given the resolution of the maps and density for these inhibitors, we cannot rule out that these compounds may be bound in a different configuration.

**Fig. 5.**
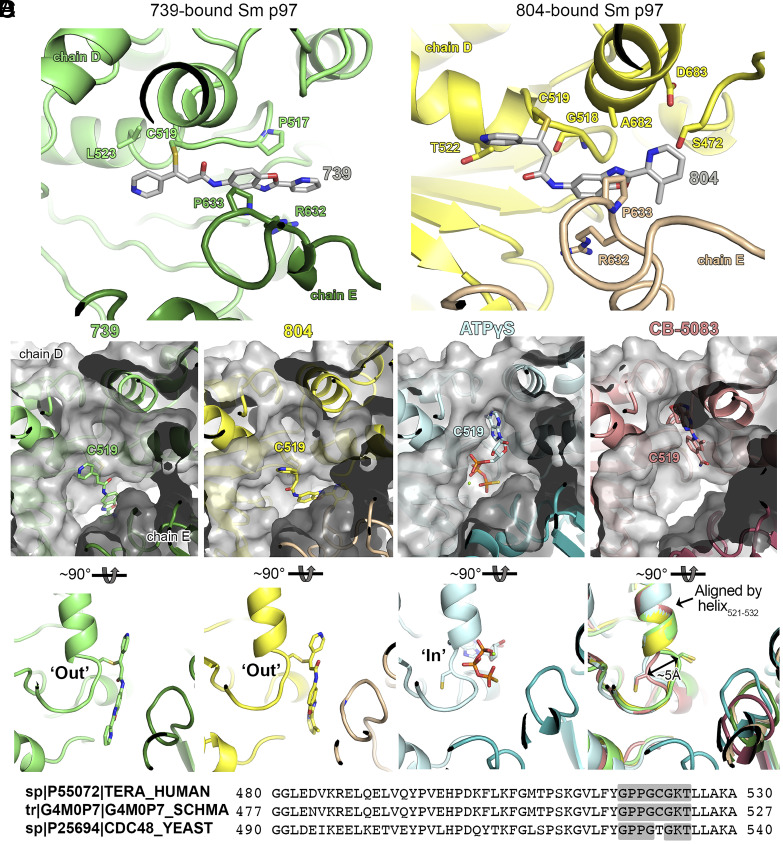
Cryo-EM Structure of *S. mansoni* p97 bound to covalent scaffold. (*A*) Binding pocket of covalent inhibitors 739 (green) and 804 (yellow) within the D2 domain of *S. mansoni* p97 and the adjacent monomer. Potential contact residues of compounds 739 and 804 are shown in sticks. (*B*) Binding pocket of covalent inhibitors 739 (green) and 804 (yellow), shown as gray surfaces, relative to known ligands, ATPγS (blue) and CB-5083 (pink). (*C*) Positioning of P-loop in the “In” or “Out” position within the D2 domain of the schistosome p97, aligned by the indicated alpha helix (residues 521 to 532). (*D*) Sequence alignment of the conserved human and schistosome P-loop within the D2 walker domain of p97 compared to a yeast homolog.

These molecules occupy an adjacent, and overlapping, binding site to CB-5083 and ATPγS (Fig. 5*B*). As a result of covalent conjugation, the flexible loop where Cys519 resides is displaced to an outward (out) position (Fig. 5*C*), which points toward the neighboring subunit. Consistent with the apo and CB-5083-bound states, the conformation of the rest of the enzyme apart from this loop remains unchanged (*SI Appendix*, Fig. S8 *A* and *B*). Cys519 is positioned within a flexible “P- loop” of the Walker A motif (GxxxGKT) in the D2 domain of p97, which appears to be broadly conserved across multicellular eukaryotes, but not certain unicellular organisms such as yeast (*S. cerevisiae*) (78) (Fig. 5*D*). Walker motifs are sequences involved in binding to nucleotides and coordinating their hydrolysis (79). Indeed, the amino backbone of Cys519 is involved in binding ATPγS in both the human (77) and schistosome protein (*SI Appendix*, Fig. S7 *B* and *D*). Cys519 is flanked by a conserved region of flexible amino acids [GPPG**C**G] that may enable the loop to move freely depending on its physiological context. Interestingly, Cys519 naturally occupies an inward (in) position in its apo-form, when bound to nucleotide substrate (ATPγS), or active site inhibitors (CB-5083) (Fig. 5*C*). However, when it binds to these benzoxazole propiolamide inhibitors, the Cys519 moves into an outward (out) position. While the sulfhydryl sidechain of Cys519 is not utilized in the catalysis of nucleotides, the modification of this residue, and the subsequent conformational change of the loop where it resides (Fig. 5*C*), locks the backbone of Cys519 in a position where it can no longer make the contacts required for catalysis. This conformational change would render the enzyme incapable of binding both the inhibitor and ATP.

This is a conformational change that, to the best of our knowledge, has not been seen for structures of p97 deposited in the PDB (49, 50, 67, 74, 77, 80, 81). But equivalent conformational changes are well documented for protein kinases that bind Type II inhibitors (82–84). Kinase activation loops contain a conserved Asp-Phe-Gly (“DFG”) motif. In an active conformation, the Asp within this motif points inwardly to the ATP-binding pocket and assists in coordination of Mg^2+^ ions. In an autoinhibited state, this same Asp flips ~180° to an outward position in a shift that is ~5 Å from the ATP binding site. The shift seen from Cys519 in p97 is also roughly a 5 Å movement that forms the new allosteric pocket adjacent to the ATP binding pocket (Fig. 5*C*). The in/out switch we see in this context for p97 mimics a DFG flip in protein kinases. This represents a significant finding, where new classes of inhibitors can be developed for this allosteric binding pocket of p97 for the numerous disease states (cancer, Alzheimer’s, etc.) it is involved in across species.

Visualizing the binding of this compound further explained the trends we saw with SAR (Fig. 4*D* and *SI Appendix*, Fig. S9*C*). The pocket where these compounds bind is narrow, so there is little room for bulky substituents (Fig. 5 *A*–*C*). These observations suggest the addition of functional groups to the proximal aromatic group (**R2**) decreased potency as this likely interfered with its fit into the pocket, clashing with sidechain density. However, the distal aromatic group (**R1**) is facing solvent, so the addition of other functional groups, even bulky ones, did not significantly reduce the potency of the scaffold. This binding site has been explored with docking experiments (65, 85) and is confirmed to be similar for our scaffold using cryo-EM. Similar to how the discovery of the DFG flip led to the discovery of new classes of inhibitors in kinases, our covalent compounds reveal an opportunity to develop inhibitors that target this unique allosteric pocket in p97.

Both p97 and MAT2A serve as prime examples for our proposed pipeline, where utilizing the human druggable genome as a bioinformatic template yields high-value drug targets in schistosomes. Focusing on these candidate drug targets that bear homology to established human drug targets enhances our chance of success by providing ready access to a wealth of FDA-approved and commercially available small molecule chemical scaffolds for testing on adult parasites as well as established protocols for recombinant expression, purification, and biochemical assay to identify novel inhibitors. Furthermore, even with highly similar molecular targets, such as p97, we have shown that it is possible to identify selective scaffolds that are capable of killing schistosomes. This suggests that this workflow is a viable method and stands as a foundational success for drug target discovery in other organisms with few molecular tools available.

## Discussion

### Schistosome p97 as a Therapeutic Target.

p97 is a pivotal constituent of the UPS that extracts and disassembles its substrates from various cellular compartments. The discovery of p97 inhibitors has provided not only basic research tools, but an avenue for effective therapies in the clinic for cancer and neurodegenerative diseases. Here, we have described a benzoxazole covalent inhibitor series that not only kills adult schistosomes through an on-target mechanism by interfering with UPS integrity but also revealed unique biology regarding a previously unreported p97 allosteric inhibition mechanism. These findings would traditionally provide a boon to antiparasitic drug discovery efforts that would necessitate further characterization of the physiochemical and pharmacokinetic properties of this inhibitor scaffold (e.g., bioavailability, solubility, metabolic stability, etc.) in the hopes of moving into an in vivo model. However, we have demonstrated that these compounds are toxic to a HepG2 human cell line in roughly equivalent concentrations to their potency on adult parasites. Given this, further optimization is required for this chemical scaffold to achieve a more favorable selectivity profile, which would pave the way for impactful in vivo studies.

Our data suggest that there are further opportunities for p97 as a drug target for the treatment of infectious parasitic diseases such as schistosomiasis. Despite there being significant identity between the human and schistosome enzyme (~82%), we have identified numerous other selective compounds for the schistosome enzyme over its human counterpart that kill parasites. Outside of the covalent scaffold explored in this paper, many of these other scaffolds uncovered through our high-throughput screening efforts bear good chemistry (Lipinski’s rule of 5, Veber’s rule, etc.) (45–48) and display on-target activity in adult worms. In addition, there are numerous binding locations where selective chemicals can be developed even if the active site is mostly conserved. Indeed, we have observed decreased potency for the allosteric inhibitors, NMS-873 and UPCDC-30245, on the schistosome enzyme in vitro compared to the human enzyme. This empirical evidence implies that compounds might be engineered to create compounds where the inverse is true, being potent for the schistosome enzyme rather than the human. Not only that, but we have confirmed there are additional allosteric binding sites where molecules can bind, such as the one for covalent inhibitors, 739 and 804, at the interface between two monomers of p97 described in this paper.

Interestingly, elucidating the binding pocket of these benzoxazole propiolamide inhibitors has uncovered an inhibitory mechanism where the flexible nucleotide binding motif within the D2 domain of p97 can be locked in an out position, distinct from its typical in conformation. This provides insights into the potential mechanistic activity of p97 in its native state and its ability to sense substrates using this flexible motif. Presumably, this conformational change mimics a physiological capacity. We hypothesize that this loop is involved in substrate sensing and “breathes” in a naturally flexible state, but the predominant species is found in the in conformation as seen with the apo enzyme or nucleotide-bound state (Fig. 5*C*). p97 is likely constitutively bound to ATP or ADP as the natural concentrations of these substrates are high (0.5 to 5 mM) in its cellular context (86–88). Indeed, most purified recombinant p97 has been found to be prebound to nucleotide that must be removed by heat or apyrase treatment (23, 81, 89–91). However, our enzyme was purified in its apo state, suggesting that the allostery of nucleic acid binding may be different between the human and schistosome enzyme. Flipping into an out conformation could be important for releasing ATP and/or ADP, or for binding to another substrate or cofactor. Alternatively, the flexibility of this motif could be important for intersubunit communication between monomers or domains as is known to occur within p97 (77, 81, 90, 92). Regardless, binding to this scaffold has revealed a unique conformational change in p97 that could uncover more biology of the hexameric ATPase and lead to further development of therapeutics that target it. While our own covalent scaffold was cytotoxic on human cells comparable to activity on adult worms (*SI Appendix*, Figs. S9*C* and S11*E*), it does not mean that more selective inhibitors cannot be developed in the future that target this pocket. And it would be intriguing to investigate whether noncovalent scaffolds could also access this allosteric binding pocket. Furthermore, p97 is evolutionarily conserved across phyla, and the more removed from metazoans, the more unique differences are present in the structure of the enzyme. This leads to greater opportunities to discover selective therapeutics for the treatment of disease.

### Other Potential Drug Targets.

For the purposes of this paper, we have focused primarily on p97 and MAT2A to illustrate the benefits of the outlined prioritization criteria in taking an unbiased approach to pursuing potential schistosome drug targets. However, 65 potential targets scored well in our criteria (cumulative score ≥ 10), and 51 of them possessed favorable structural data (PSS ≥ 2) that suggests selective inhibitors could be identified or synthesized (Dataset S3). Among these were drug targets in various enzymatic categories, such as USP8, a deubiquitylating enzyme, LATS2, a kinase involved in cell proliferation, ADAM17, a peptidase involved in cell signaling, and others. Among those possessing favorable structural data, there are several targets where a nucleophilic residue has replaced a more inert residue present the human ortholog. In the schistosome orthologs of PLD2 and MAT2A, cysteines were located within binding pockets that are not present for their human counterparts (Fig. 2*F* and *SI Appendix*, Fig. S3*B*). These residues could not only confer selectivity, but provide a means for targeted covalent strategies to modulate activity.

Many of the potential drug targets identified from RNAi experiments, however, were found to fall below a threshold of 10 when compiling the scores from each individual category. The primary reason for this was the candidates lacked ideal characteristics from two or more of the listed categories. For example, subunits of the proteasome were listed below this threshold, thus deprioritized from future studies. However, it is well known that proteasome inhibitors are effective against many different types of disease, including parasitic infections (93). Schistosomes are present among those that can be killed by proteasome inhibitors like bortezomib (18). However, it is essential in human cells and difficult to recombinantly express the entire proteasome, thus it must be purified from entire worms. While the feat has been done (94), it remains to be seen whether it can be done at a scale that enables high-throughput screening of hundreds of thousands of compounds against the enzyme complex. Alternatively, a significant amount of time can be contributed to optimizing an appropriate recombinant system for purification. Therefore, the proteasome is likely a viable target, but not ideal for a ready-made drug discovery campaign.

### Final Thoughts.

Drug discovery is a rapidly changing landscape, where nontraditional methods of chemical intervention are revealed each year. As such, it would be inappropriate to completely dismiss a single gene encoding an essential protein from becoming a therapeutic target. It is our goal, however, to provide sound data on which potential drug targets provide the path of least resistance for a drug discovery campaign to develop alternative treatments to schistosomiasis. This paper provides a valuable resource to the community to enable the rational discovery of alternative therapeutics to the current standard of care, praziquantel.

## Materials and Methods

Detailed materials and methods are described in *SI Appendix*, *Materials and Methods*.

### Worms and Culture.

Adult *S. mansoni* (NMRI strain) (6 to 7 wk post-infection) worms were harvested from infected female Swiss Webster mice as described previously (18). Experiments with and care of vertebrate animals were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of UT Southwestern Medical Center (approval APN: 2017-102092).

### Bioinformatic Identification of Potential Drug Targets, Primer Design, and Large-Scale RNAi.

To identify druggable genes within schistosomes, we compiled known human drug targets from databases such as the Therapeutic Target Database (TTD) (26), Drug-Gene Interaction Database (DGIdb) (95), ChEMBL (25), and DrugBank (24). Drug targets were also pulled from literature reviews (96), prioritizing kinases as potential drug targets (97, 98). Identifiers (Ensembl and Uniprot) (99, 100) were used in combination with BLASTp (29–31) to establish schistosome genes with similarity to these drug targets (Schistosome proteome: PRJEA36577) (Human Proteome: Homo_sapiens.GRCh38). Once schistosome accessions were retrieved, we removed any IDs with an e-value > 0.0001. Then, we filtered out duplicate IDs or those that have previously been cloned by the Collins Lab (18). Next, we removed any IDs that did not possess a predicted catalytic activity according to GO terms (27, 28). 

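In male parasites, 23 genes of Dataset S1 had a mean at or below 10 TPM. Phosphomevalonate kinase (Smp_072460), an enzyme of the mevalonate pathway, had 2.63, 2.10 and 2.07 TPM in the 3 replicates. Ribose-5-phosphate isomerase (Smp_148770), an enzyme of the pentose phosphate pathway, was at 4.05 ± 0.328 TPM (SD, n = 3), and the gene described as imidazole glycerol phosphate synthase subunit HisF (Smp_154410) was at 3.65 ± 0.817 TPM. All 3 were below 10 TPM by edgeR's quasi-likelihood test, with adjusted p = 3.4e-05, 6.4e-05 and 0.00042. Over all 573 genes of Dataset S1, 546 were above 10 TPM in every replicate, 20 were at or below it in every replicate, and 7, with means on either side of it, were above in some replicates and not in others. The gene for a Dexamethasone-induced Ras-related protein (Smp_146150) lay just above, at 12.4 ± 1.55 TPM, and did not pass the test over all genes (adjusted p = 0.051 from edgeR) but passed when adjusted over the list alone (adjusted p = 0.049 from edgeR). An inactive hydroxysteroid dehydrogenase-like gene (Smp_308940), singled out after its values were seen, had 1.79, 2.08 and 26.6 TPM, so 1 library put its mean above 10.

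**Figure D2:**
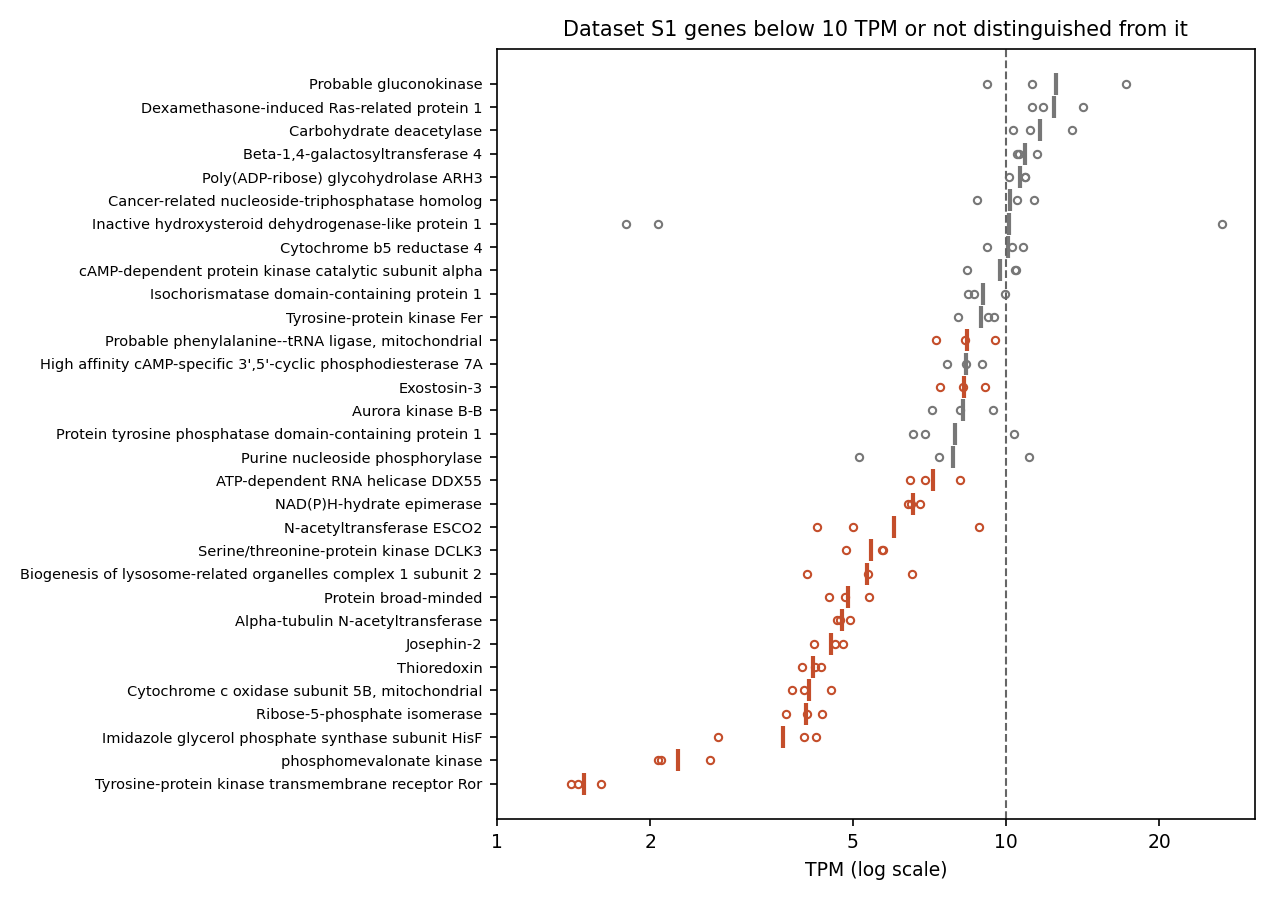
TPM (log scale) of the Dataset S1 genes called below 10 TPM (16, red) or called neither way (15, gray); circles are the 3 replicates, vertical bars their mean and the dashed line 10 TPM. In 3 of these genes the highest replicate is over 2 times the lowest, and the hydroxysteroid dehydrogenase-like gene has the widest span, 1.79 to 26.6 TPM.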

Last, remaining IDs were prioritized and included for screening if they had >10 transcripts per million (TPM). Raw and processed RNA-Seq data for adult male parasites have been deposited in NCBI (**GSE290988**). 

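Across the whole table, 9157 of 9896 genes had at least 1 count in the male parasites, and 6286 genes (63.5%) had a mean above 10 TPM. Fructose-bisphosphate aldolase (Smp_042160), an enzyme of glycolysis listed in Dataset S5 under its human match ALDOA, had the highest mean of all, at 10080 ± 551 TPM (SD, n = 3). Of the 8677 genes with at least 10 counts summed over the libraries, edgeR called 6006 above 10 TPM, 2086 below and 585 neither way. The replicates ranked genes alike, with a Spearman's rho across genes of 0.995 between replicates 1 and 2, 0.989 between 1 and 3 and 0.988 between 2 and 3; genes are not independent replicates. The median coefficient of variation of genes above 10 TPM was 8.56%, and 5.37% without replicate 3, the library with the smallest share of unmapped reads. A value over 2 libraries is not directly comparable with a value over 3. A ferritin heavy chain gene (Smp_311630), which encodes an iron storage protein, varied far more, with 560, 1702 and 367 TPM in the 3 libraries.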

Primers were designed for target genes and modified for adaptability to large-scale RNAi screening efforts as previously described (18). Unless otherwise noted, all RNAi experiments were performed using previously described methods for large-scale identification and validation of essential genes in adult parasites (18).

### In Silico Prioritization Rationale and Scoring Criteria.

Candidate genes were scored on a numerical scale in whole integers from 0 (unfavorable qualities) to 3 (highly favorable qualities) in each category based on how well they fit the criteria described in *SI Appendix*, Table S1. Their cumulative score determined how suitable any given candidate drug target was for a ready-made drug discovery campaign. Further details on rationale and scoring are described in *SI Appendix*, *Materials and Methods*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

## Data Availability

CryoEM density maps and refined atomic models have been deposited in the Electron Microscopy Data Bank (EMDB) with accession numbers EMD-71062 (101), EMD-71063 (102), EMD-70961 (103), EMD-71064 (104), and EMD-71066 (105), and in the Protein Data Bank (PDB) with matching accession numbers of PDB-9P00 (106), PDB-9P01 (107), PDB-9OX9 (108), PDB-9P02 (109), and PDB-9P07 (110) for apo *S. mansoni* p97 and Smp97 in the presence of known ligands ATPγS and CB-5083, and covalent ligands 739 and 804, respectively. RNAseq data have been deposited in NCBI (GSE290988) (111). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: A genome-scale drug discovery pipeline uncovers therapeutic targets and a unique p97 allosteric binding site in Schistosoma mansoni
**Source:** Proc Natl Acad Sci U S A. 2025 Aug 29;122(35):e2505710122. doi: 10.1073/pnas.2505710122

Supporting Information

A genome-scale drug discovery pipeline uncovers new therapeutic targets and a unique p97 allosteric binding site in *Schistosoma mansoni*

Dylon R Stephens, Ho Yee Joyce Fung, Yan Han, Jue Liang, Zhe Chen, Joseph Ready and James J Collins III

Supplementary Data contain:

Supplementary Materials and Methods

Supplementary References

Supplementary Tables 1 - 3

Supplementary Figures 1 – 12

Supporting Information - Benzoxazole propiolamide inhibitor analog chemical synthesis NMR

Materials and Methods

Worms and culture

Adult *S. mansoni* (NMRI strain) (6-7 weeks post-infection) worms were harvested from infected female Swiss Webster mice by hepatic portal vein perfusion using 37°C DMEM (Mediatech, Manassas, VA), 8% Horse Serum, and heparin. Parasites were rinsed in DMEM + 8% Horse Serum and cultured at 37°C, 5% CO₂ in Basch's Medium¹²⁷ and Antibiotic Antimycotic (Gibco/Life Technologies, Carlsbad, CA 92008). Experiments with and care of vertebrate animals were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of UT Southwestern Medical Center (approval APN: 2017-102092).

Bioinformatic identification of potential drug targets

To identify druggable genes within schistosomes, we compiled known human drug targets from databases such as the Therapeutic Target Database (TTD)¹, Drug-Gene Interaction Database (DGIdb)²⁻⁴, ChEMBL⁵, and DrugBank⁶. Drug targets were also pulled from literature reviews⁷, prioritizing kinases as potential drug targets^{8,9}. Identifiers (Ensembl and Uniprot)^{10,11} were used in combination with BLASTp¹²⁻¹⁴ to establish schistosome genes with similarity to these drug targets (Schistosome proteome: PRJEA36577) (Human Proteome: Homo_sapiens.GRCh38). Once schistosome accessions were retrieved, we removed any IDs with an e-value > 0.0001. Then, we filtered out duplicate IDs or those that have previously been cloned by the Collins Lab¹⁵. Next, we removed any IDs that did not possess a predicted catalytic activity according to GO terms^{16,17}. Lastly, remaining IDs were prioritized and included for screening if they had > 10 transcripts per million (TPM). Raw and processed RNA-Seq data for adult male parasites have been deposited in NCBI (**GSE290988**).

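The TPM values of Dataset S1 are those of the deposited table, with all 573 genes equal within 0.1%. In that table the authors averaged the raw sense counts of the 3 libraries for each gene, divided the average by the exon length, and scaled the results by their sum over all genes so that they total about 1000000. Rebuilding the column this way gave values that differed by a median of 0.0375% and at most 0.0752%. The divisor in the deposited table grows by 1 with each of its 9896 genes, a growth of 0.0752% from top to bottom. Because raw counts were averaged, a library with more counts weighs more in this TPM. A mean of TPM per library differed from it by a median of 0.492% over the Dataset S1 genes and put the same 23 genes at or below 10 TPM.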

Large-scale RNAi screen

For our screen, we designed primers to amplify ~700bp (500-1000bp) fragments using BatchPrimer3 (<http://batchprimer3.bioinformatics.ucdavis.edu/index.html>). If genes were shorter than 700bp, primers were designed to cover as much of the transcript as possible. To enable RNA synthesis via reverse transcription, we added a T7 promoter (GAATTTAATACGACTCACTATA) sequence to the 5' end of each oligo. Following the T7 site, and flanking the gene-specific sequence, we inserted a NotI (GC^GGCCGC) and AscI (GG^CGCGCC) restriction enzyme site, respectively, to facilitate DNA sequencing of amplified cDNAs to validate RNAi

phenotypes observed with the encoded sequence. Oligos were synthesized and prepared in 96-well format. Target genes were amplified using PCR from adult schistosome mixed sex cDNA template. 5 μ L of PCR product was used for *in vitro* transcription (IVT) to generate a total volume of 100 μ L dsRNA. IVT reactions proceeded at 37°C overnight, then underwent successive 3-minute annealing steps at 95°C, 75°C, and 55°C, finally cooling to room temperature until use or storage at -20°C. Successful synthesis was verified using agarose gel electrophoresis to determine presence and size of PCR products and resulting dsRNA. RNAi experiments were conducted on approximately 5 adult worm parasite pairs (or 5 adult males) in 12-well plates. Worms were cultured in 3 mL Basch 169 media and treated with 20 μ L dsRNA on D0 and D2, then every 7 days afterward (D9, D16, and D23). Experiments finished on D30, where videos were captured using light microscopy (Axio Zoom V16) to document visible phenotypes that manifested during the treatment. Media was changed every 1-2 days, where worm attachment, morphological changes, and any other aberrant observations were recorded in addition.

The identity of hits from the RNAi screen were confirmed by digesting PCR products using NotI (NEB) for 30min at 37°C. DNA bands were purified from agarose gels using Zymoclean Gel DNA Recovery Kit, then sequenced using a T7 primer. For hit validation, primers of non-overlapping gene fragments were designed using BatchPrimer3. In the case of gene sequences too short to design non-overlapping primers, the original primers were used in the absence of initial modifications (T7, NotI, and AscI) added to facilitate large-scale IVT. Amplified PCR products using these genes were inserted into pJC53.2 using TA cloning. Plasmids from positive clones were purified from *E. coli*, then sent for sequencing to verify identity of the inserted constructs. Upon confirmation, these plasmids were used to generate dsRNA to repeat RNAi using the same treatment schedule as before. Hits were only considered validated if they displayed similar, fully penetrant phenotypes in three independent experiments using biologically unique batches of dsRNA and worms.

***In silico* prioritization rationale**

We prioritized potential drug targets in schistosomes based on the rationale that 1). Complete debilitation of parasites upon interfering with a target fares best for host clearance (RNAi Severity), 2). Non-essential homologs in mammals (human and mouse) provide the widest therapeutic window (Mammalian Essentiality), 3). Encoded proteins should be expressed and purified in recombinant systems in sufficient quantity to be measured reliably

in high-throughput format to pursue a target-based drug discovery method (Assayability), 4). Potential targets should possess features that can bind drug-like molecules (Druggability), and 5). Sequence and 3D alignment data should supply unique amino acid differences in critical binding regions (Parasite Selectivity). Candidate essential genes were scored on a numerical scale in whole integers from 0 (unfavorable qualities) to 3 (highly favorable qualities) in each category based on how well they fit the criteria described above. Their cumulative score determined how suitable any given candidate drug target was for a ready-made drug discovery campaign.

RNAi severity

It is reasonable that targets whose RNAi phenotypes occur rapidly and with the most deleterious effects represent the most attractive targets for the development of therapeutics. Therefore, we have prioritized targets based on the time a phenotype manifested relative to the start of the experiment, the severity, and number of phenotypes that manifested (**Dataset S1**). Highest priority (a score of 3) was given to essential genes whose phenotypes began to manifest within the first two weeks (D1-D15) of the 30-day RNAi experiment and whose knockdown produced more than one morphological defect (tissue/gut edema, tegument/head degeneration, hypercontraction, death, etc.). Next, a score of 2 was attributed to essential genes who had more than one phenotype as listed above but occurred later in the experiment schedule (D16-25). A score of 1 was given to essential genes who had a modest phenotype (i.e. detachment only) that manifested at an intermediate point in the experiment (D16-25). A score of 0 was given to essential genes producing a modest phenotype late in the RNAi experiment (D25-D30). Attachment and morphologies were compared to negative vector controls (treated with pJC53.2 IVT product encoding the bacterial gene *CcdB*).

Mammalian essentiality

The current standard for treatment of schistosomiasis, PZQ, poses minimal toxicity to humans, while effectively clearing hosts of parasite burden¹⁸. Thus, it is vital that an alternative drug provide a large therapeutic window. We reason that targets essential for schistosomes, but dispensable for mammalian (human and mouse) survival are most likely to provide this therapeutic window. Using our initial bioinformatic searches for schistosome genes with high similarity to drug targets, we have defined human and mouse orthologs using data available in Wormbase Parasite¹⁹ and BLAST^{12–14} (**Dataset S3**). Then, we examined these orthologs in the Online Gene

Essentiality Database²⁰, which catalogs essentiality information from both mouse knockout studies and RNAi/CRISPR screening panels of human cell lines. We have given each target a score for each human and mouse essentiality, giving priority to targets whose orthologs are non-essential following mouse knockout and disruption in human cell lines. The highest possible score (3) was given to targets who are non-essential in mice and human cell lines. A score of 2 was awarded to any candidate whose homolog was essential in some human cell lines, but not others, or essential in mice, yet did not lead to embryonic lethality. If no information was available for mice and human cell lines, then a potential drug target was given a score of 1. The lowest score (0) was given to candidates whose homologs were essential in humans and mice.

Assayability

Target-based screening is an attractive avenue for the identification of small molecules for drug discovery, especially for those targets whose functions have been thoroughly vetted within their cellular context. It provides a wealth of scaffolds that can engage the target, and is also economically feasible, as large quantities of recombinant protein can be readily purified from other organisms like *E. coli* or insect cells. We have given priority to targets bearing homology to proteins that are documented to be well-expressed recombinantly, solubly, and in their native fold. Furthermore, these ideal targets must possess a predicted biochemical activity that can be measured using a commercially available, high-throughput amenable assay and readout (absorbance, colorimetric, fluorescence, luminescence, etc.). Extensive research has been done in literature to determine if a target protein's ortholog has been purified and if its biochemical activity has been measured using commonly available reagents and platforms. References have been provided for assays and purification schemes of human orthologs that have been identified (**Dataset S3**). We have prioritized targets with orthologs that have historically been purified from recombinant systems in sufficient amounts to perform a large compound library screen, and whose activity can be measured using an easily adaptable, commercially available assay. The most ideal potential drug targets were awarded a score of 3 if there were established purification schemes for a given target ortholog, and a method existed to measure its biochemical activity using a robust, commercially available assay. A score of 2 was given if target purification and assay could be achieved with minimal optimization. This means that the target can be purified, and its activity assayed. However, there are additional steps that may require some

optimization, but can generally be achieved with products that can be purchased commercially or protocols that exist and need to be adapted slightly. A lower score (1) was given if purification and assay could be achieved but required extensive optimization, meaning protocols need to be developed or extensively adapted, and reagents to achieve purification and assay are not available commercially, and may need to be made in-house. The lowest score (0) was given if there was no clear path to recombinant purification of the target, and no currently available way to measure its biochemical activity with amenability to high-throughput format. There are many enzymes that can be purified for which a general assay can be applied to determine if a given molecule is interacting with a protein, such as Isothermal Titration Calorimetry (ITC), Differential Scanning Fluorimetry (DSF), and Surface Plasmon Resonance (SPR). These were rarely considered because we wanted to utilize assays that measured the distinct biochemical activity of a given target protein. Likewise, virtual screening is a powerful method to identify potential ligands for enzymes where there is no simple biochemical assay to utilize for traditional high-throughput screening, yet does not factor into our ranking for potential drug targets.

Druggability

For our purposes of identifying potential drug targets that could yield alternatives of PZQ, it is not sufficient that a gene is essential. Indeed, the gene must also encode a protein whose activity can be modulated by binding a small, drug-like molecule. Here, we define drug-like molecules as small molecules having characteristics that are similar to existing drugs according to well-known criteria such as Lipinski's rule of 5 and Veber's rules (i.e. $\text{LogP} < 5$, molecular weight < 500 Da, < 10 hydrogen bond acceptors, < 5 hydrogen bond donors, ≤ 10 rotating bonds, $< 140 \text{ \AA}^2$ polar surface area)^{21–25}. We have already narrowed our initial search to proteins with high amino acid identity to well-documented drug targets in databases such as ChEMBL, DrugBank, and TTD^{1,5,6}. This greatly enhances the chance of identifying a druggable schistosome protein. However, some of these targets represent “theoretical” targets that are heavily implicated in diseases but have never been the subject of drug-discovery campaigns. Others are ‘bona fide’ drug targets that have undergone drug discovery efforts, with some compounds making it into clinical trials. Therefore, we have assessed the predicted biochemical properties and function of each potential schistosome target to determine if they have features that can bind to drug-like molecules^{21–25}. We have also searched these databases for existing compounds that have been developed or identified to bind human

orthologs of these potential schistosome targets. Simultaneously, we have searched through chemical vendors such as Selleck Chem and MedChemExpress to find inhibitors of target protein orthologs. Targets have received priority if these compounds are available commercially, possess drug-like properties, and have shown on-target activity *in cellulo*. Where possible, we have provided references for inhibitors of target protein orthologs (**Dataset S3**). If a potential schistosome drug target has similar properties to its human ortholog, and there are one or more drug-like compounds catalogued in databases such as DrugBank⁶ or on commercial vendor websites such as MedChemExpress, then it was given a score of 3. A score of 2 was given if a candidate target was similar to its druggable ortholog, and there were described inhibitors, but these compounds were not drug-like in nature^{21–25}. A target was awarded a score of 1 if a candidate target was similar to its druggable homolog, but there were no inhibitors described. Lastly, a potential target was given a score of 0 if it was only weakly related to a druggable target in humans.

Parasite selectivity

As many of our potential targets are derived from the [Human] “Druggable Genome”, it is important to confer specificity where available to reduce potential toxicity. Utilizing resources such as AlphaFold²⁶ and Clustal^{27,28}, we have identified drug targets that supply unique differences between the parasite and mammalian ortholog. This enables us to compare sequence alignments and 3D structural information available in the Protein Data Bank (PDB)^{29,30} to determine inherent selectivity between these enzymes. We have used these databases to compare protein sequence alignments and generate homology models to determine predicted similarity of active sites and potential allosteric pockets (**SI Appendix, Fig. S3**). Higher priority was given to potential targets bearing critical amino acid differences in these positions or possessing allosteric binding sites where selective drugs can be synthesized. Because of the intensive nature of structural studies, we have limited this category to only potential targets that yielded the highest composite score in the other listed categories (**Dataset S3**). If a gene scored ≥ 10 in the categories of RNAi Severity, Mammalian Essentiality, Assayability, and Druggability, they qualified for additional investigation for parasite selectivity. This cut-off afforded structural analysis for 65 essential genes. Structural analysis was first performed by identifying binding pockets and key binding residues from data available in literature or on the Protein Data Bank (PDB)^{29,30} for human orthologs of schistosome target proteins.

For sequence alignment, corresponding human and schistosome protein sequences were retrieved using UniProt¹¹ and WormBase Parasite¹⁹, respectively. Sequences were aligned using Clustal^{27,28}. Then, we looked for differences in key residues involved in substrate or drug binding interactions or the formation of binding pockets. For 3D homology modelling, we searched the PDB^{29,30} for solved structures (x-ray crystallography, cryo-EM, etc.) of the human orthologs of potential parasite target proteins. Structures were used if they were of sufficient quality or involved binding of a drug included in inhibitor testing. Here, we define sufficient quality according to wwPDB validation reporting for each PDB dataset, where good quality structures have metrics (Rfree, Clashscore, Ramachandran outliers, Sidechain outliers, RSRZ outliers) that rank as ‘better’ relative to X-ray structures of similar resolution and bearing ‘better’ quality ligand structure fit. Additionally, we retrieved theoretical models of schistosome proteins available on AlphaFold. We have provided identifiers for both AlphaFold and PDB models used in these studies (**Dataset S3**). Homology modelling was conducted using ChimeraX³¹ and Pymol³², identifying residue overlap using the matchmaker and/or alignment function. In some instances, we also utilized LigPlot^{33,34} to visualize binding pockets of human orthologs of schistosome target proteins to display important binding interactions.

We awarded the highest score (3) to potential targets whose active sites and allosteric binding pockets are well-defined, and there are unique residues in either of these respective features that could be exploited for the development of selective therapeutics. The next highest score (2) was given to candidates whose active sites were not well known or had <70% identity based on sequence alignment using Clustal^{27,28}. A score of 1 was given to a target whose active site residues are known and conserved but only based on sequence alignment. The lowest score (0) was given to a target whose active site residues are known and conserved based on 3D structure and sequence alignment.

Biological outcomes

A final consideration to the amenability of a candidate target to drug discovery is whether on-target activity can be established. It is vital to reliably measure target-specific biological outcomes as a result of its modulation by a small molecule. Some biological processes are highly conserved in species and can be readily applied, such as protein degradation by the proteasome, which can be monitored with a western blot using antibodies that

recognize various ubiquitin linkages (DUBs, p97, proteasome, etc.). Additional examples include the maturation of lysosomes using an LC3B antibody (ULK2, ATG4B), or histone methylation (KMT2, KDM1A, etc.). Alternatively, other targets produce an essential metabolite whose abundance can be measured through robust techniques like LC-MS/MS (MAT2A, PGD, PLD2, etc.). Kinases, while heavily studied, may not be ideal in this manner because understanding the downstream outcomes of inhibition may require the conservation of a phosphorylation site or process. Because of this, antibodies detecting phosphorylated substrates might not be reliable for detection of on-target effects of inhibitors without additional studies to validate these tools. To be given final consideration, a potential drug target must have ideal characteristics in a majority of the above criteria, and a viable means to measure on-target pharmacologic action of a small molecule on its target. To establish whether a biological outcome could be measured following inhibition, we performed literature searches on known inhibitors of human orthologs of schistosome target proteins. If there was an established, robust method to measure target engagement and pharmacologic action, then we prioritized these genes for additional studies.

Identification of inhibitors for drug targets to test on adult schistosome parasites

Because each essential gene in our RNAi screen originated from a specific human ortholog included in our initial bioinformatic queries, we revisited this dataset to determine which orthologous human drug target prompted discovery of our drug target candidates in schistosomes. After this, we manually searched various databases (GeneCards, DrugBank, Google, Therapeutic Target Database, etc.)^{1,6,35} and chemical vendors (Medchemexpress, Selleck Chem, etc.) for inhibitors that target these human proteins. In each instance, we consulted published literature to determine which inhibitors were worth testing. We pursued inhibitors for targets that displayed favorable characteristics in each of our *in silico* prioritization criteria, and whose actions could possibly be assessed for on-target activity. Preference was also given to inhibitors that were more drug-like in nature^{21–25}, had been validated in other systems and had sub-micromolar IC₅₀ or EC₅₀ values determined experimentally. Also, we pursued drugs that were in clinical trials, FDA-approved, or whose targets had published structures in complex with these inhibitors.

Evaluation of commercially available inhibitors

Selected compounds were evaluated *in vitro* for preliminary potency at a single concentration (10 μ M in 0.1% DMSO). All selected compounds were obtained from commercial vendors (Medchemexpress, Selleck Chemicals, Sigma-Aldrich, ApexBio, Tocris, Santa Cruz Biotechnology, and Cayman Chemical Company) (**Dataset S4**) with a minimum compound purity of 98% to reinforce that effects observed on schistosome parasites were related to the activity of the desired compounds. Roughly 5 adult worm pairs were placed in 3mL Basch medium in a 12-well culture vessel, and incubated at 37°C, 5% CO₂ for the length of the experiment. Compound was administered at D0, D1, and D2, media and drug refreshed every 24 hr. Worms were then allowed to remain in culture until D5, where a final assessment of worm attachment to tissue culture substate was made by light microscopy. Observations on movement and morphology were also recorded. A negative control (0.1% DMSO) and positive control (PZQ; 10 μ M in 0.1% DMSO) were included in each experiment, and each experiment was repeated in triplicate for validation. For compounds that caused complete detachment in replicate experiments, the treatment was expanded to three concentrations (10 μ M, 5 μ M, and 1 μ M) following the same treatment schedule and controls as detailed above. If compounds still displayed potency at 1 μ M, then a full dose-response titration (50 μ M - 10 nM) of compound was performed to assess schistosomicidal potency. Each titration experiment was performed in triplicate according to the treatment regimen described above, using DMSO and PZQ as appropriate controls. Morphologies and motility were assessed by light microscopy, and dose-response curves were calculated using the primary readout of parasite attachment to tissue culture substrate in GraphPad Prism.

Western blot analysis

For drug treatment studies, 10 male adult worms (single or paired with females) were supplemented with either 0.1% DMSO or inhibitor (0.1% DMSO final). For all experiments assessing on-target effects of potential parasite p97 inhibitors, CB-5083 was used as a positive control (0.1% DMSO). After 48 hr, male parasites were separated from females using 0.25% tricaine in Basch Media 169, flash frozen in liquid nitrogen, and stored at -80°C until further processing. Male worm samples were homogenized with a pestle in 50 μ L lysis buffer containing 2X sample buffer [0.471 M Tris (pH 6.7 with phosphoric acid), 20% glycerol, 5% SDS), protease inhibitor cocktail (Roche, cOmplete Mini, EDTA-free Tablets) and 10 mM DTT. The lysates were then sonicated on high for 5 min (30 sec on, 30 sec off) using a Bioruptor UCD-200. Lysates were centrifuged for 5 min at 10,000 g to remove

debris. Total protein was measured using the Detergent Compatible Bradford Assay (Pierce). 50 µg of protein samples denatured in SDS Sample buffer (95°C for 5 min) were separated on a Bio-Rad 4-20% TGX Stain-Free gel along with Precision Plus Protein Dual Color Standards (Bio-Rad) as a marker. Proteins were then transferred to a nitrocellulose membrane (Bio-Rad). The membrane was blocked in a 1:5 solution of Li-Cor Odyssey Blocking buffer in PBST for 1 hr before being immunoblotted overnight at 4°C with 1:500 K48-linkage Specific Polyubiquitin Antibody (Cell Signaling Technology, 4289S) and 0.01 µg/mL mouse anti-actin antibody (1:10,000) (Developmental Studies Hybridoma Bank, JLA20) diluted in a 1:5 solution of Li-Cor Odyssey Blocking buffer in PBST. The membrane was washed 3x in TBST and then incubated in 1:5 Li-Cor Odyssey Blocking buffer containing the secondary antibodies (1:10,000 Li-Cor, 925-68071, goat anti-rabbit IRDye 680 RD, and 1:20,000 Li-Cor, 925-32280, goat anti-mouse IgM IRDye 800CW) for 1 hr at RT. The blot was washed in TBST 3x before being imaged on a LiCor Odyssey Infrared Imager.

Purification of recombinant p97

For recombinant expression, full-length wildtype *Schistosoma mansoni* p97 (Smp_018240) or *Homo sapiens* p97 (P55072) were synthesized and cloned into pET28a(+) with an N-terminal 6x His tag by GenScript (Piscataway, NJ). *E. coli* BL21 (DE3) containing the desired plasmid were grown in LB medium containing 50 µg/L kanamycin while shaking at 37 °C to an OD600 of 0.6-0.8. The temperature was reduced to 18°C and 0.8 mM isopropyl-beta-D-thiogalactopyranoside (IPTG) was added. The bacterial culture was harvested 16hr later by centrifugation. The resulting pellet was suspended in 60 mL lysis buffer/2L bacterial culture [20 mM Tris (pH 7.4), 300 mM NaCl, 5 mM MgCl₂, 20 mM imidazole, 1% Triton X-100, 1 mg/mL lysozyme, 10% glycerol, 3 mM β-mercaptoethanol, 0.2 mM PMSF, and protease inhibitor tablet (Roche)]. The cells were incubated for 30min at 4°C, rocking, then subjected to subsequent lysis by dounce homogenization (10x) and sonication (3x 30s pulses, 65% amplitude, 3min rest on ice in between). The lysate was centrifuged at 40,000 x rpm for 35 min at 4°C. The resulting supernatant was incubated with Ni-NTA beads equilibrated to lysis buffer for 1 hr at 4°C before being loaded onto a gravity column. The bead bed was washed with wash buffer [20 mM Tris (pH 7.4), 500 mM NaCl, 5 mM MgCl₂, 40 mM imidazole, 0.05% Triton X-100, 10% glycerol, 3 mM β-mercaptoethanol, 0.2 mM PMSF, 0.001 mg/mL Aprotinin, and 0.002 mg/mL Leupeptin], then eluted in the same buffer with 250 mM imidazole in

wash buffer. Fractions containing p97 were concentrated using Pierce Protein Concentrators (100k MWCO) and loaded onto a gel-filtration column (Superdex 200PG) and eluted using SEC buffer [20 mM Tris (pH 7.4), 180 mM NaCl, 5 mM MgCl₂, and 10% glycerol] at 0.5 mL/min flow rate on a BioRad NGC Chromatography System. Fractions corresponding to an apparent molecular weight of 500 – 600 kDa were collected and analyzed by 4–20% SDS/PAGE to evaluate purity. Concentration was determined using a BSA standard. Fractions containing purified protein were aliquoted, snap frozen in liquid nitrogen, and stored at –80 °C until use.

Cryo-EM Sample Preparation

Prior to grid preparation, 20 µl of a freshly thawed aliquot of 1 mg/mL purified p97 [20 mM Tris (pH 7.4), 180 mM NaCl, 5 mM MgCl₂, and 1 mM tris(2-carboxyethyl)phosphine (TCEP)] was incubated with 100 µM inhibitor (0.5% DMSO final) for 30 min at room temperature. For experiments with ATPγS, the protein was pre-incubated with 1 mM ATPγS (dissolved in H₂O) for 30 minutes at room temperature before making grids. 3 µL were applied to holey carbon grids (Quantifoil R1.2/1.3, 300 mesh copper) and plunge frozen using the Vitrobot Mark IV System (Thermo Fisher). Grids were glow-discharged using a PELCO easiGlow glow discharge apparatus (Ted Pella) for 80 s at 30 mA before use sample application. Grids were screened at UTSW Cryo Electron Microscopy Facility (CEMF) on a 200kV microscope and the best grid with optimal particle distribution was used for data collection.

Cryo-EM Data Acquisition and Processing

Apo *S. mansoni* p97 dataset was collected at the CEMF on a 300kV Titan Krios microscope equipped with BioQuantum energy filter and K3 detector (Gatan) at CEMF in non-CDS mode at 105 kX magnification with SerialEM³⁶ at ~15 e⁻/pix/sec, with defocus range -0.9 to -2.2 µm and total dose of 50 e⁻/Å² in 24 hr, which yielded 6,939 movies at pixel size of 0.83 Å. ATPγS- and CB-5083- bound data sets were collected on the same microscope in CDS mode at 105 kX magnification with SerialEM at ~9 e⁻/pix/sec, with defocus range -0.9 to -2.2 µm, and -1.0 to -2.4 µm, respectively, and total dose of ~60 e⁻/Å² in 24 hr. 5,730 and 4,579 movies were yielded, respectively. 739-bound sample was collected on a Titan Krios microscope equipped with a Selectris energy filter and Falcon 4i detector (Thermo Fisher Scientific) at CEMF at 165 kX magnification with SerialEM at ~9 e⁻/pix/sec, with defocus range -0.9 to -2.2 µm and total dose of 60 e⁻/Å² in 24 hr, which yielded 9,352 movies

at pixel size of 0.738 Å. 804-bound sample was collected at the Pacific Northwest Cryo-EM Center (PNCC) for 48 hr data collection on a Titan Krios microscope equipped with a Selectris energy filter and Falcon 4i detector at 165 kX magnification with EPU at ~ 9 e⁻/pix/sec, with defocus range -0.9 to -2.2 μm and total dose of 50 e⁻/Å², yielded a total of 17,748 movies at pixel size of 0.7296 Å.

All data processing was performed using the software cryoSPARC v4.2 (Apo, ATPγS- and CB5083- bound) or v4.5 (739- and 804-bound) using default parameters³⁷. For K3 datasets, a ½ F-crop factor was applied during patch motion correction, followed by patch CTF estimation. For Falcon 4i datasets, a 2x upsampling factor of 1 was used during motion correction and CTF estimation in cryoSPARC Live.

The first dataset collected was the CB-5083-bound dataset, a subset of 135 micrographs was selected and blob picker was used to pick 18,949 particles, which went through two rounds of 2D classification to yield 8,843 particles that were used as input for Topaz training. Topaz was used to repick 16,463 particles from the same subset, which were used to generate three *ab initio* reconstructions with C6 symmetry. Topaz was then used to pick particles from the whole dataset of 4,174 micrographs, which yielded an initial 968,168 particles. After one round of 2D classification, 529,148 particles and the three *ab initio* models were used as input for heterogenous refinement with C6 symmetry. 75% of the particles were partitioned in a class that resembles p97. These particles were further submitted in *ab initio* reconstruction to obtain three new models and cleaned up with two rounds of heterogenous refinement with C6 symmetry. In the last heterogenous refinement, 88% of the particles, which includes 174,830 particles, resembled p97 and were submitted for final refinement using homogenous refinement with C6 symmetry applied, with global CTF refinement and local motion correction to obtain a 2.85 Å map. The map was sharpened by deepEMhancer³⁸, which was used for modeling.

For the Apo dataset, the CB-5083-bound map was used to generate templates which was used for template picking on the whole dataset to yield 1,949,076 initial particles. These were cleaned up for two rounds of 2D classification to yield 878,454 particles. After two rounds of heterogenous refinement with C6 symmetry (using three of the same CB-5083-bound map as input model), 85% of the particles, which includes 478,635 particles, resembled p97 in the last iteration and were submitted for final refinement using homogenous refinement with C6 symmetry

and global CTF refinement to obtain a 2.72 Å map. The map was also sharpened by deepEMhancer to obtain final map used for modeling.

Similar procedure was applied to the ATPγS-bound dataset. Template picking yielded 1,681,589 initial picks, which were cleaned up by two rounds of 2D classification. 1,074,975 particles were submitted to one round of heterogenous refinement with C6 symmetry. 62% of the particles, which includes 665,490 particles, were submitted to final refinement using homogenous refinement with C6 symmetry, global and local CTF refinements, to obtain a 2.2 Å map. DeepEMhancer sharpened map was used for modeling.

For compound 739-bound dataset, the same CB-5083-bound map was used to generate templates for Template picking in cryoSPARC Live, which yielded 2,812,039 particles. After two rounds of 2D classification, 373,213 particles were selected and used in two rounds of heterogenous refinement using two of the same CB-5083-bound map as initial references and C6 symmetry. 78% of the particles in the last heterogenous refinement job, which includes 101,826 particles, were submitted to final refinement using non-uniform refinement with C6 symmetry applied, with global and CTF refinements, to yield a 3.06 Å map. Unsharpened map was used for modeling.

Similar procedure was applied for compound 804-bound dataset. Template picking in cryoSPARC Live yielded 2,272,397 particles, which were cleaned up in one round of 2D classification to 966,087 particles. After two rounds of heterogeneous refinement, 95% of the particles in the last iteration, including 823,143 particles, were submitted to final refinement with homogenous refinement with C6 symmetry applied, and global and local CTF refinements, to yield a 2.76 Å map. DeepEMhancer sharpened map was used for modeling.

Cryo-EM model building, refinement and analysis

ModelAngelo³⁹ was used to generate an initial 3D-model for CB-5083-bound p97 in one chain. Errors were fixed manually in Coot⁴⁰. The other chains were built based on the initial ModelAngelo model by manually fitting into the map in Chimera, followed by merging all chains in Coot. Modeling of the CB-5083 is kept consistent with previous published models (PDB: 7RLI, 6MCK) as the ligand density is ambiguous for the primary amide extension on the inhibitor. Model refinement was carried out by multiple cycles of real-space refinement in Phenix⁴¹ and manual model building using Coot. The same initial model from ModelAngelo was used to build the Apo model, where the single chain was docked into the map in ChimeraX and undergone manual modeling

in Coot. The rest of the chains were built using molrep in CCP-EM⁴². Model refinement was carried out as described above. The ATP γ S-bound model was built using the fully built Apo model with 6 chains as an initial model, which underwent model refinement using ISOLDE⁴³ in ChimeraX. ATP γ S and Mg²⁺ were first modelled manually in coot and included in refinement in Phenix in later steps. For compound 739- and 804-bound models, the fully built Apo model was used and first refined against their respective maps in Phenix. Restraints for the compounds and its conjugation to a cysteine side chain were generated in JLigand⁴⁴ and used in Coot for manual building of the compounds into chain D. Other copies of the ligands were built in Coot using NCS ligand tool and refined individually to optimize map fitting and geometry. All model validation was performed and analyzed in PyMOL 2.2.3 or 3.1.3 where the final figures were generated³². Ligplot³³ was used to generate interaction figures.

Evaluation of p97's ATPase activity and compound potency

For manual ATP consumption assays, 1 μ M p97 was incubated with 1% DMSO or inhibitor (1% DMSO final) in assay buffer [50 mM Tris (pH 7.5), 20 mM MgCl₂, 1 mM EDTA, 0.5 mM tris(2-carboxyethyl)phosphine (TCEP)] for 5 minutes prior to the addition of 20 μ M ATP in a 384-well plate for a total reaction volume of 10 μ L, and a final concentration of 500nM enzyme and 10 μ M ATP. The reaction was allowed to proceed for 50 minutes at room temperature before adding equivalent volume of Kinase-Glo Plus reagent (Promega), and a further incubation of 10 minutes in the dark. Luminescence was read using a BioTek Synergy 2 plate reader (model no. 3375752).

To determine IC₅₀ values, compounds were assayed at a range of concentrations (100 μ M, 50 μ M, 10 μ M, 5 μ M, 1 μ M, 500 nM, 100 nM, 50 nM, 10 nM, 5 nM, 1 nM, and 0 nM) in triplicate, maintaining a concentration of 1% DMSO. The percent of inhibition was calculated using CB-5083 as a control for 100% inhibition. IC₅₀ values were calculated using GraphPad Prism.

High-throughput screening (HTS) assay

Kinase-Glo (Promega, part K1214) was purchased from Promega. Microtiter plates (384 wells) were purchased from Perkin Elmer. All chemicals included in the UTSW library were sourced from commercial sources [ChemDiv (150,000 compounds), ChemBridge (125,500), ComGenex (22,000), Prestwick Chemical, (1,100) and TimTec (500)] or UT Southwestern chemists (<https://www.utsouthwestern.edu/research/core-facilities/high->

throughput-screening/libraries/). For initial screening, compounds were dispensed by Echo 555 robot for a final concentration of 10 μ M (0.2% DMSO). Luminescence was read by EnVision multimode plate reader (Perkin-Elmer). Assay conditions were consistent between manual and high-throughput assays [10 μ M ATP, 50 mM Tris (pH 7.5), 20 mM MgCl₂, 1 mM EDTA, 0.5 mM tris(2-carboxyethyl)phosphine (TCEP)]. The plates were then incubated for 50 min at room temperature before addition of Kinase-Glo reagent and further incubation in the dark for 10 minutes before reading luminescence. CB-5083 was used as a control for 100% inhibition, 10 μ M ATP for maximal signal, and DMSO for 0% inhibition. Raw values and values normalized to CB-5083 control were obtained to determine activity of compounds on the enzyme. Hit compounds were validated using a dose-response curve (19.8 μ M, 9.92 μ M, 4.96 μ M, 3.72 μ M, 2.48 μ M, 1.24 μ M, 0.619 μ M, 0.342 μ M, 0.256 μ M, 0.171 μ M, 0.0854 μ M, 0.0427 μ M, and 0 μ M) in triplicate. Compounds were also subjected to a counter screen using a dose-response curve against the full-length human p97 enzyme to determine preliminary selectivity.

Mass spectrometry analysis of benzoxazole propiolamide covalent inhibitors

1mg/mL aliquots of recombinant *S. mansoni* p97 [20 mM Tris (pH 7.4), 180 mM NaCl, 5 mM MgCl₂, and 1 mM tris(2-carboxyethyl)phosphine (TCEP)] were thawed to room temperature. Purified enzyme was then incubated with 100 μ M inhibitor (242 and 243) (1% DMSO) or negative control (1% DMSO only) for 20 min prior to submission for intact mass spectrometry analysis. In-gel LC-MS/MS experiments were performed similarly on recombinant *S. mansoni* and *H. sapiens* p97. However, the reaction with 100 μ M inhibitor (242 and 243) (1% DMSO) or negative control (1% DMSO only) was halted by the addition of 4X loading (1X final concentration). The samples were denatured in SDS sample buffer (95°C for 5min), then separated on a Bio-Rad 4-20% TGX Stain-Free gel along with Precision Plus Protein Dual Color Standards (Bio-Rad) as a marker. Following separation, bands were detected using GelCode™ Blue Safe Protein Stain (Cat# 24594). Peptides were excised from the gel corresponding to the molecular weight of p97, then submitted to UTSW Proteomics Core for in-gel trypsin digestion prior to extraction, desalting, and downstream LC-MS/MS analysis.

HepG2 cytotoxicity assay of benzoxazole propiolamide covalent inhibitors

HepG2 cells (ATCC) were plated at 2500 cells/well in 50 μ L/well, dispersing cells using a 25g needle to break up clumps prior to plating. Plates were incubated for 24hr at 37C, 5% CO₂. Following 24hr, 50 μ L media

containing 0.6% DMSO was added to a set of wells on one plate. The plate and Cell Titer Glo 2.0 reagent were brought to RT. A T=0 read was taken by adding 40 μ L reagent/well, rocking the plate at 100 rpm for 2 min, then reading luminescence ~10 min later. Serial 1:3 dilutions of compound at 333 x concentration were made in DMSO. These stocks were then diluted 167-fold into media to make a 2x concentrated stock containing 0.6% DMSO. 50 μ L 2x concentrated compound was added to wells containing cells in 50 μ L 24 hr after plating. Concentrations were tested in triplicate at following values: 30, 10, 3.3, 1.1, 0.37, 0.12, and 0.04 μ M. Plates were incubated for 72 hr at 37C, 5% CO₂. Following equilibration to room temperature, 40 μ L undiluted reagent was added to each well, the plate rocked at 100 rpm for 2 min and then read for luminescent signal ~10 min later.

GI₅₀ is the concentration that causes 50% growth inhibition. It corrects for the cell count at time zero; thus, GI₅₀ is the concentration of test drug where $100 \times (T - T_0)/(C - T_0) = 50$. IC₅₀ is the concentration that results in 50% growth inhibition relative to control and is calculated as the test drug concentration where $100 \times (T/C) = 50$. Values are plotted in excel and the 50% point determined by interpolation. Values were revisualized in Prism.

Chemical Synthesis Methods

General procedure 1 (Amidation by HATU)

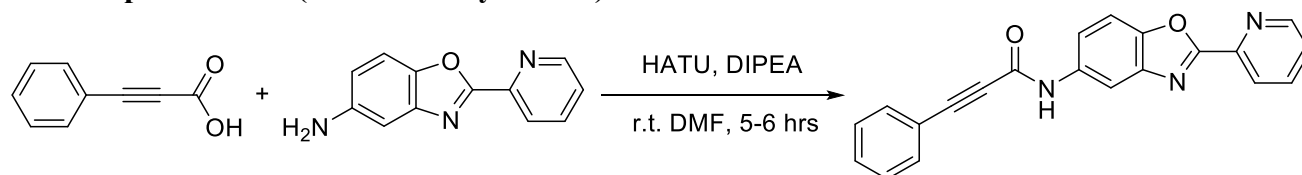

Experimental procedure (General Procedure 1, Amidation by HATU)

To a solution of phenylpropionic acid (0.3 mmol, 1 equiv) in *N,N*-dimethylformamide (2.0 mL) was added amines (0.3 mmol, 1 equiv), HATU (125.5 mg, 0.33 mmol, 1.1 equiv) and *N,N*-diisopropylethylamine (104.5 μ L, 0.6 mmol, 2 equiv). The mixture was sealed in a 20-mL scintillation vial and stirred at room temperature for 5 to 6 hours. The reaction crudes were poured onto ice to form off-white precipitates. The precipitates were collected by filtration and washed with water to afford off-white solid as products, yields are 23.7-99.6%.

General procedure 2 (Amidation by T₃P)

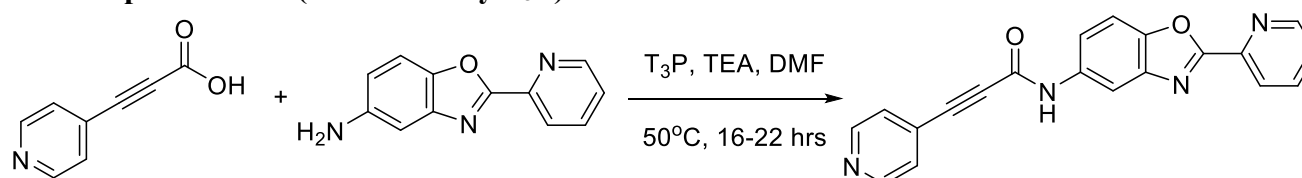

Experimental procedure (General Procedure 2, Amidation by T₃P)

To a solution of 3-(4-pyridyl)propionic acid (0.1 mmol, 1 equiv) in *N,N*-dimethylformamide (0.8 mL) was added amines (0.1 mmol, 1 equiv), T₃P (propylphosphonic anhydride solution, ≥ 50 wt. % in ethyl acetate, 95.5 mg, 0.15 mmol, 1.5 equiv) and triethylamine (44.6 μ L, 0.32 mmol, 3.2 equiv). The mixture was sealed in a 20-mL scintillation vial and stirred at room temperature to 50°C for about 20 hours. The reaction crudes were poured onto ice to form grey to brown precipitates. The precipitates were collected by filtration and washed with water and/or dichloromethane and hexane to afford off-white solid as products, yields are 32.1-68.5%.

General procedure 3 (Synthesis of Pyridinyl Benzoxazole Amines by PPA)

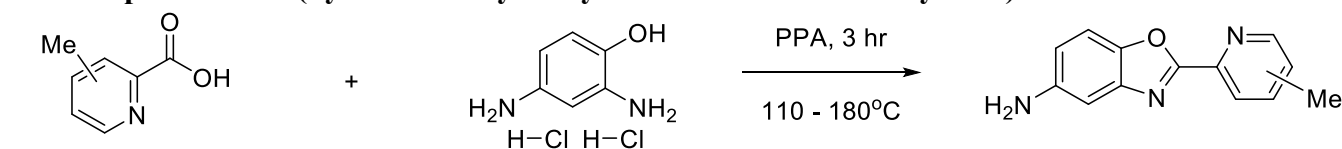

Methylpicolinic acid   2,4-diaminophenol dihydrochloride (Amidol)

Experimental procedure (General Procedure 3, Synthesis of Pyridinyl Benzoxazole Amines by PPA)

To PPA (polyphosphoric acid, 1.0 g, 0.5 mL) at 110°C were added simultaneously 2,4-diaminophenol dihydrochloride (98.5 mg, 0.5 mmol, 1.0 equiv) and methylpicolinic acid (68.6 mg, 0.5 mmol, 1.0 equiv). The resulting mixture was then heated to 180°C for 3 hours. The mixture turned very gluey, hard to stir. It may or may not form bubbles at this moment. After cooling, ice chips were added to the crude and then sodium carbonate powder (about 1.2 g) was added in small portions. Lots of bubbles formed in the beginning. When no more bubbles formed, it turned to greenish-black suspension, and pH is about 11. The greenish-black suspension was extracted by dichloromethane. The combined organic layers were concentrated on vacuum to yield yellow crude solid. It was further purified by column chromatography or trituration. Yield 33.6-78.6%.

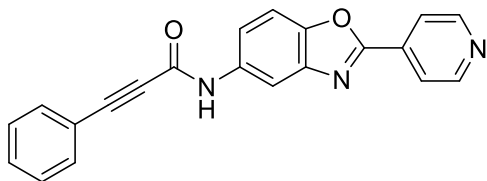

3-phenyl-*N*-(2-(pyridin-4-yl)benzo[*d*]oxazol-5-yl)propiolamide (**242**)

Experimental procedure

242 was synthesized by using phenylpropionic acid (44.8 mg, 0.3 mmol, 1 equiv) and 2-pyridin-4-yl-benzooxazol-5-ylamine (61.2 mg, 0.3 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature for 5 hours. The product was washed by water and 1 M NaOH as 70.0 mg brown solid. Yield 71.2%. ¹H NMR (400 MHz, Chloroform-*d*) δ 8.62 (d, *J* = 5.5 Hz, 2H), 8.01 (d, *J* = 2.1 Hz, 1H), 7.94 (d, *J* = 5.2 Hz, 2H), 7.59 (dd, *J* = 8.9, 2.1 Hz, 1H), 7.43 (d, *J* = 8.0 Hz, 3H), 7.28 (d, *J* = 7.2 Hz, 1H), 7.26 – 7.22 (m, 2H). ¹³C NMR (101 MHz, Chloroform-*d*) δ 161.0, 151.8, 150.1, 147.5, 141.5, 135.6, 134.4, 132.4, 130.1, 128.4, 121.1, 119.9, 119.5, 111.7, 110.8, 85.9, 83.2. ESI-MS *m/z* = 340.1 ([*M*+*H*]⁺), C₂₁H₁₃N₃O₂ requires 340.1

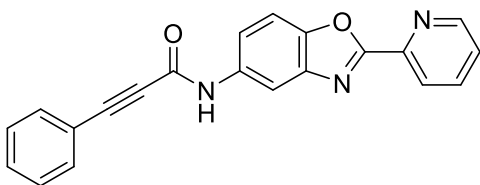

3-phenyl-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**243**)

Experimental procedure

243 was synthesized by using phenylpropionic acid (44.4 mg, 0.3 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (61.5 mg, 0.3 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature for 5 hours. The product was washed by water as 98.4 mg off-white solid. Yield 99.6%. ¹H NMR (400 MHz, Chloroform-*d*) δ 8.59 (d, *J* = 4.9 Hz, 1H), 8.11 (d, *J* = 7.9 Hz, 1H), 8.01 (s, 1H), 7.72 (t, *J* = 7.5 Hz, 1H), 7.54 (d, *J* = 8.8 Hz, 1H), 7.36 (d, *J* = 8.8 Hz, 1H), 7.33 – 7.25 (m, 3H), 7.19 (d, *J* = 7.4 Hz, 1H), 7.12 (t, *J* = 7.5 Hz, 2H). ¹³C NMR (101 MHz, Chloroform-*d*) δ 162.0, 151.8, 149.9, 147.6, 145.2, 141.5, 137.3, 135.3, 132.3, 130.0, 128.3, 125.8, 123.5, 119.8, 119.2, 111.8, 110.9, 85.9, 83.3. ESI-MS *m/z* = 340.1 ([*M*+*H*]⁺), C₂₁H₁₃N₃O₂ requires 340.1

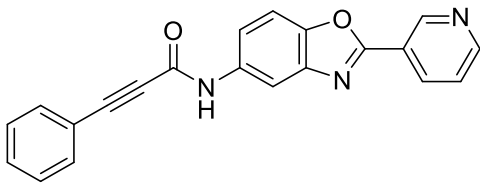

3-phenyl-*N*-(2-(pyridin-3-yl)benzo[*d*]oxazol-5-yl)propiolamide (**244**)

Experimental procedure

244 was synthesized by using phenylpropionic acid (45.4 mg, 0.3 mmol, 1 equiv) and 2-(3-pyridinyl)-5-benzooxazolamine (63.1 mg, 0.3 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature for 5 hours. The product was washed by water as 95.4 mg red-brown solid. Yield 94.1%. ¹H NMR (400 MHz, Chloroform-*d*) δ 9.36 (s, 1H), 8.69 (d, *J* = 4.9 Hz, 1H), 8.45 (d, *J* = 8.0 Hz, 1H), 7.98 (d, *J* = 2.1 Hz, 1H), 7.67 (dd, *J* = 8.9, 2.1 Hz, 1H), 7.56 – 7.51 (m, 2H), 7.45 (dd, *J* = 8.0, 4.9 Hz, 2H), 7.38 (dd, *J* = 8.0, 1.7 Hz, 1H), 7.35 – 7.29 (m, 2H). ¹³C NMR (101 MHz, Chloroform-*d*) δ 161.1, 151.8, 151.5, 148.0, 147.4, 141.5, 135.4, 135.1, 132.4, 130.1, 128.4, 124.1, 123.4, 119.9, 118.9, 111.4, 110.6, 85.8, 83.2. ESI-MS *m/z* = 340.1 ([*M*+*H*]⁺), C₂₁H₁₃N₃O₂ requires 340.1

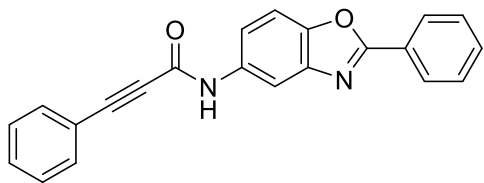

3-phenyl-*N*-(2-phenylbenzo[*d*]oxazol-5-yl)propiolamide (**245**)

Experimental procedure

245 was synthesized by using phenylpropionic acid (44.9 mg, 0.3 mmol, 1 equiv) and 2-phenyl-benzooxazol-5-ylamine (63.6 mg, 0.3 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature for 5 hours. The product was washed by water as 103.7 mg off-white solid. Quantitative yield. ^1H NMR (400 MHz, Chloroform-*d*) δ 8.18 (dd, J = 7.8, 2.0 Hz, 2H), 7.91 (d, J = 2.1 Hz, 1H), 7.67 (dd, J = 8.8, 2.1 Hz, 1H), 7.54 – 7.47 (m, 6H), 7.39 – 7.30 (m, 3H). ^{13}C NMR (101 MHz, Chloroform-*d*) δ 164.0, 151.8, 147.4, 141.7, 135.0, 132.4, 131.8, 130.1, 128.9, 128.4, 127.4, 126.4, 120.0, 118.3, 111.1, 110.5, 85.8, 83.3. ESI-MS m/z = 339.1 ($[\text{M}+\text{H}]^+$), $\text{C}_{22}\text{H}_{14}\text{N}_2\text{O}_2$ requires 339.1

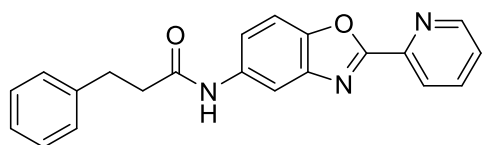

3-phenyl-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propanamide (**326**)

Experimental procedure

326 was synthesized by hydrogenation of **243**. A hydrogenation balloon was attached to a sealed vial with alkyne (17.2 mg, 0.05 mmol, 1 equiv) and 10% palladium on carbon (10.6 mg, 0.01 mmol, 0.2 equiv) in a mixed solvent of 1 mL ethyl acetate and 1 mL of methanol. The mixture was stirred at room temperature for 6 hours. The catalyst was filtered off by celite and solvents were removed. The product was washed by hexane to obtain as 16.8 mg off-white solid. Yield 96.5%. ^1H NMR (400 MHz, Chloroform-*d*) δ 8.78 (d, J = 4.7 Hz, 1H), 8.31 (d, J = 7.9 Hz, 1H), 7.92 – 7.83 (m, 2H), 7.52 (d, J = 8.7 Hz, 1H), 7.46 – 7.41 (m, 2H), 7.31 – 7.18 (m, 5H), 3.06 (t, J = 7.5 Hz, 2H), 2.68 (t, J = 7.7 Hz, 2H). ^{13}C NMR (101 MHz, Chloroform-*d*) δ 171.7, 161.9, 150.0, 145.4, 140.7, 137.4, 135.8, 128.4, 128.2, 126.1, 125.5, 123.5, 119.4, 118.9, 111.6, 110.8, 110.5, 38.8, 31.6. ESI-MS m/z = 344.2 ($[\text{M}+\text{H}]^+$), $\text{C}_{21}\text{H}_{17}\text{N}_3\text{O}_2$ requires 344.1

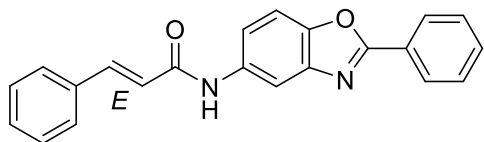

N-(2-phenylbenzo[*d*]oxazol-5-yl)cinnamamide (**135**)

Experimental procedure

135 was synthesized by using *trans*-cinnamic acid (8.3 mg, 0.05 mmol, 1 equiv) and 2-phenyl-benzooxazol-5-ylamine (9.9 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was washed by dichloromethane and hexane as 13.6 mg off-white solid. Yield 84.8%. ^1H NMR (400 MHz, Chloroform-*d*) δ 8.14 (dd, J = 7.7, 2.1 Hz, 2H), 7.87 (d, J = 2.2 Hz, 1H), 7.78 (dd, J = 8.7, 2.2 Hz, 1H), 7.67 (d, J = 15.6 Hz, 1H), 7.51 – 7.41 (m, 6H), 7.33 – 7.26 (m, 3H), 6.62 (d, J = 15.6 Hz, 1H). ^{13}C NMR (151 MHz, Chloroform-*d*) δ 164.8, 163.9, 147.3, 141.8, 141.7, 135.8, 134.8, 131.8, 129.7, 128.9, 128.7, 127.8, 127.5, 126.6, 120.9, 118.4, 110.7, 110.5. ESI-MS m/z = 341.1 ($[\text{M}+\text{H}]^+$), $\text{C}_{22}\text{H}_{16}\text{N}_2\text{O}_2$ requires 341.1

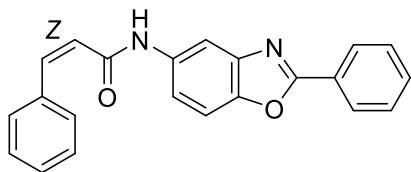

(*Z*)-3-phenyl-*N*-(2-phenylbenzo[*d*]oxazol-5-yl)acrylamide (**324**)

Experimental procedure

324 was synthesized by hydrogenation of **245**. A hydrogenation balloon was attached to a sealed vial with alkyne (15.7 mg, 0.05 mmol, 1 equiv) and Lindlar catalyst (2.1 mg, 0.001 mmol, 0.02 equiv) in 0.25 mL of methanol. The mixture was stirred at room temperature for 20 hours until the complete disappearance of starting material. The catalyst was filtered off by celite and solvents were removed. The product was washed by hexane to obtain 14.6 mg off-white solid. Yield 92.4%. ¹H NMR (400 MHz, Chloroform-*d*) δ 8.13 (dd, *J* = 7.8, 2.0 Hz, 2H), 7.69 (d, *J* = 2.1 Hz, 1H), 7.53 – 7.41 (m, 8H), 7.33 – 7.22 (m, 2H), 6.83 (d, *J* = 12.5 Hz, 1H), 6.09 (d, *J* = 12.5 Hz, 1H). ¹³C NMR (101 MHz, Chloroform-*d*) δ 165.6, 163.9, 149.9, 147.4, 141.8, 137.9, 134.8, 131.8, 129.1, 128.9, 128.8, 128.4, 127.5, 126.6, 124.1, 118.5, 111.1, 110.4. ESI-MS *m/z* = 341.1 ([*M*+*H*⁺]), C₂₂H₁₆N₂O₂ requires 341.1

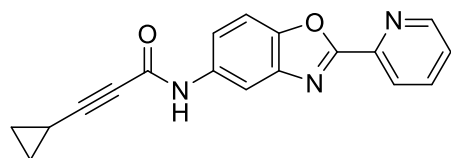

3-cyclopropyl-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**732**)

Experimental procedure

732 was synthesized by using 3-cyclopropylprop-2-ynoic acid (7.5 mg, 0.05 mmol, 1 equiv) and 2-pyridin-2-ylbenzoxazol-5-ylamine (10.6 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was washed by water, followed by trituration in dichloromethane and hexane to afford 15.0 mg light-brown solid. Yield 90.8%. ¹H NMR (600 MHz, Chloroform-*d*) δ 8.74 (d, *J* = 4.1 Hz, 1H), 8.28 (d, *J* = 7.9 Hz, 1H), 7.93 (d, *J* = 2.2 Hz, 1H), 7.87 (td, *J* = 7.8, 1.8 Hz, 1H), 7.62 (dd, *J* = 8.8, 2.2 Hz, 1H), 7.53 (d, *J* = 8.9 Hz, 1H), 7.44 (ddd, *J* = 7.6, 4.8, 1.2 Hz, 1H), 1.35 (tt, *J* = 8.2, 5.1 Hz, 1H), 0.93 – 0.83 (m, 4H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.3, 151.9, 150.2, 147.8, 145.6, 141.7, 137.5, 135.4, 126.0, 123.6, 119.3, 111.7, 111.2, 92.4, 71.1, 9.0, -0.6. ESI-MS *m/z* = 304.1 ([*M*+*H*⁺]), C₁₈H₁₃N₃O₂ requires 304.1

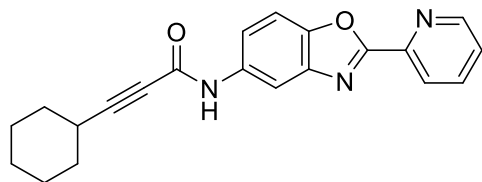

3-cyclohexyl-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**733**)

Experimental procedure

733 was synthesized by using 3-cyclohexylpropiolic acid (9.1 mg, 0.05 mmol, 1 equiv) and 2-pyridin-2-ylbenzoxazol-5-ylamine (11.1 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was washed by water, followed by trituration in dichloromethane and hexane to afford 12.6 mg off-white solid. Yield 69.4%. ¹H NMR (600 MHz, Chloroform-*d*) δ 8.72 (d, *J* = 4.7 Hz, 1H), 8.26 (d, *J* = 7.8 Hz, 1H), 7.94 (t, *J* = 2.8 Hz, 1H), 7.87 (ddd, *J* = 7.7, 5.2, 2.5 Hz, 1H), 7.62 (dt, *J* = 8.9, 2.3 Hz, 1H), 7.52 (dd, *J* = 9.1, 3.8 Hz, 1H), 7.43 (s, 1H), 2.47 (td, *J* = 9.5, 4.7 Hz, 1H), 1.81 (d, *J* = 12.9 Hz, 2H), 1.68 (p, *J* = 5.3, 4.5 Hz, 2H), 1.51 – 1.40 (m, 3H), 1.27 (s, br, 3H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.2, 152.1, 150.2, 147.8, 145.5, 141.7, 137.5, 135.4, 126.0, 123.6, 119.4, 111.8, 111.2, 92.5, 75.8, 31.7, 29.0, 25.6, 24.8. ESI-MS *m/z* = 346.2 ([*M*+*H*⁺]), C₂₁H₁₉N₃O₂ requires 346.2

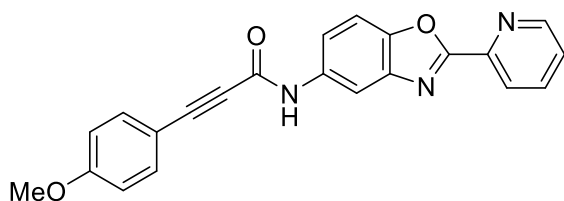

3-(4-methoxyphenyl)-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**734**)

Experimental procedure

734 was synthesized by using 3-(4-methoxyphenyl)propiolic acid (9.7 mg, 0.05 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (10.2 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was eluted by 2.5% methanol in dichloromethane from silica gel column to afford 11.1 mg light-brown solid. Yield 62.2%. ¹H NMR (600 MHz, Chloroform-*d*) δ 8.81 (dt, *J* = 4.7, 1.3 Hz, 1H), 8.35 (d, *J* = 7.9 Hz, 1H), 8.10 (d, *J* = 2.0 Hz, 1H), 8.01 (s, 1H), 7.90 (td, *J* = 7.8, 1.8 Hz, 1H), 7.62 (dd, *J* = 8.8, 2.0 Hz, 1H), 7.59 (d, *J* = 8.7 Hz, 1H), 7.49 (d, *J* = 8.8 Hz, 2H), 7.46 (ddd, *J* = 7.6, 4.8, 1.2 Hz, 1H), 6.87 (d, *J* = 8.8 Hz, 2H), 3.82 (s, 3H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.4, 161.2, 151.5, 150.3, 148.1, 145.7, 142.2, 137.2, 134.8, 134.4, 125.7, 123.6, 119.1, 114.3, 112.1, 111.6, 111.3, 86.8, 82.6, 55.4. ESI-MS *m/z* = 370.2 ([*M*+*H*⁺]), C₂₂H₁₅N₃O₃ requires 370.1

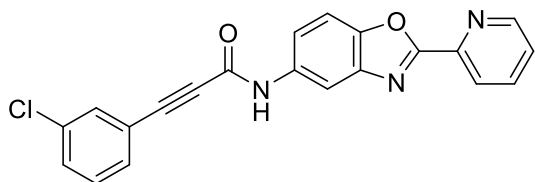

3-(3-chlorophenyl)-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**735**)

Experimental procedure

735 was synthesized by using 3-(3-chlorophenyl)propiolic acid (10.4 mg, 0.05 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (10.0 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was eluted by 5% methanol in dichloromethane from silica gel column, followed by trituration in dichloromethane and hexane to afford 4.2 mg off-white solid. Yield 23.7%. ¹H NMR (600 MHz, Chloroform-*d*) δ 8.82 (d, *J* = 4.8 Hz, 1H), 8.36 (d, *J* = 7.9 Hz, 1H), 8.09 (d, *J* = 1.9 Hz, 1H), 7.91 (td, *J* = 7.8, 1.7 Hz, 1H), 7.63 (d, *J* = 8.7 Hz, 1H), 7.61 (dd, *J* = 8.8, 1.9 Hz, 1H), 7.55 (t, *J* = 1.8 Hz, 1H), 7.48 – 7.45 (m, 3H), 7.33 (t, *J* = 7.9 Hz, 1H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.5, 161.5, 152.3, 150.3, 148.3, 145.8, 142.3, 137.2, 134.4, 132.3, 130.7, 129.8, 125.8, 123.6, 119.1, 112.2, 112.1, 111.4, 84.3, 84.0. ESI-MS *m/z* = 374.1 ([*M*+*H*⁺]), C₂₁H₁₂ClN₃O₂ requires 374.1

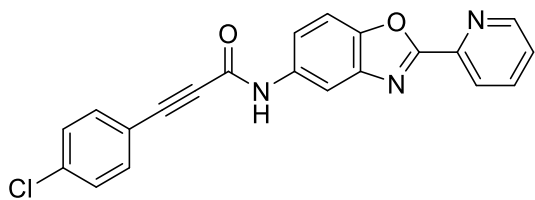

3-(4-chlorophenyl)-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**736**)

Experimental procedure

736 was synthesized by using 3-(4-chlorophenyl)propiolic acid (11.2 mg, 0.05 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (10.6 mg, 0.05 mmol, 1 equiv) in General Procedure 1. The reaction was stirred at room temperature overnight. The product was eluted by 5% methanol in dichloromethane from silica gel column, followed by trituration in dichloromethane and hexane to afford 10.8 mg off-white solid. Yield 57.6%. ¹H NMR

(600 MHz, Chloroform-*d*) δ 8.80 (d, *J* = 5.1 Hz, 1H), 8.34 (d, *J* = 7.9 Hz, 1H), 8.08 (d, *J* = 2.1 Hz, 1H), 7.90 (t, *J* = 7.7 Hz, 1H), 7.62 (dd, *J* = 8.9, 1.9 Hz, 1H), 7.59 (d, *J* = 8.7 Hz, 1H), 7.45 – 7.42 (m, 3H), 7.33 – 7.30 (m, 2H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.4, 161.7, 152.1, 150.3, 148.2, 145.7, 142.1, 137.2, 134.5, 133.7, 129.0, 125.8, 123.6, 119.1, 112.2, 111.8, 111.3, 84.8, 84.0. ESI-MS *m/z* = 374.1 ([M+H⁺]), C₂₁H₁₂ClN₃O₂ requires 374.1

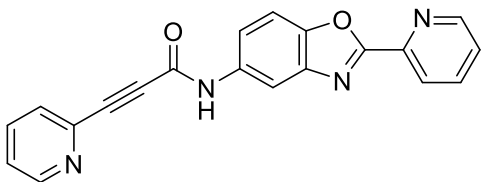

3-(pyridin-2-yl)-*N*-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)propiolamide (**737**)

Experimental procedure

737 was synthesized by using 3-(pyridin-2-yl)propionic acid (3.8 mg, 0.025 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (4.5 mg, 0.025 mmol, 1 equiv) in General Procedure 2. The reaction was stirred at room temperature for 20 hours. The product was eluted by 5% methanol in dichloromethane from silica gel column to afford 3.5 mg light yellow solid. Yield 48.3%. ¹H NMR (600 MHz, Chloroform-*d*) δ 8.82 (dt, *J* = 4.7, 1.3 Hz, 1H), 8.66 (dt, *J* = 4.9, 1.3 Hz, 1H), 8.37 (d, *J* = 7.9 Hz, 1H), 8.24 (d, *J* = 5.1 Hz, 1H), 8.13 (d, *J* = 2.1 Hz, 1H), 7.91 (td, *J* = 7.7, 1.8 Hz, 1H), 7.77 (td, *J* = 7.7, 1.8 Hz, 1H), 7.65 (dt, *J* = 7.8, 1.1 Hz, 1H), 7.63 (d, *J* = 8.7 Hz, 1H), 7.59 (dd, *J* = 8.8, 2.1 Hz, 1H), 7.47 (ddd, *J* = 7.6, 4.7, 1.2 Hz, 1H), 7.39 (ddd, *J* = 7.7, 4.9, 1.2 Hz, 1H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.5, 150.4, 150.3, 150.3, 148.3, 145.8, 142.2, 140.6, 137.2, 136.7, 134.5, 128.7, 125.7, 124.7, 123.6, 118.9, 112.1, 111.4, 83.6, 82.1. ESI-MS *m/z* = 340.1 ([M+H⁺]), C₂₀H₁₂N₄O₂ requires 340.1

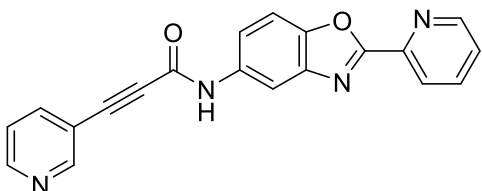

N-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)-3-(pyridin-3-yl)propiolamide (**738**)

Experimental procedure

738 was synthesized by using 3-(pyridin-3-yl)propionic acid (15.4 mg, 0.1 mmol, 1 equiv) and 2-pyridin-2-yl-benzooxazol-5-ylamine (24.0 mg, 0.1 mmol, 1 equiv) in General Procedure 2. The reaction was stirred at room temperature for 26 hours. The product was washed by water, dichloromethane and hexane to afford 24.4 mg off-white solid. Yield 68.5%. ¹H NMR (600 MHz, Methanol-*d*₄) δ 8.81 (d, *J* = 2.0 Hz, 1H), 8.77 (dt, *J* = 4.8, 1.3 Hz, 1H), 8.64 (dd, *J* = 5.0, 1.6 Hz, 1H), 8.39 (d, *J* = 7.9 Hz, 1H), 8.27 (d, *J* = 2.0 Hz, 1H), 8.08 (dt, *J* = 7.9, 1.9 Hz, 1H), 8.06 (dd, *J* = 7.8, 1.7 Hz, 1H), 7.71 (d, *J* = 8.8 Hz, 1H), 7.66 (dd, *J* = 8.8, 2.1 Hz, 1H), 7.62 (ddd, *J* = 7.6, 4.8, 1.2 Hz, 1H), 7.52 (dd, *J* = 7.9, 5.0 Hz, 1H). ¹³C NMR (151 MHz, Methanol-*d*₄) δ 163.5, 153.3, 152.5, 151.1, 150.9, 149.1, 146.3, 142.9, 141.4, 139.1, 136.8, 127.4, 125.0, 124.8, 120.3, 119.2, 112.9, 112.2, 87.2, 82.6. ESI-MS *m/z* = 340.1 ([M+H⁺]), C₂₀H₁₂N₄O₂ requires 340.1

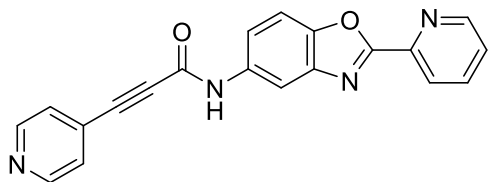

N-(2-(pyridin-2-yl)benzo[*d*]oxazol-5-yl)-3-(pyridin-4-yl)propiolamide (**739**)

Experimental procedure

739 was synthesized by using 3-(4-pyridyl)propionic acid (17.7 mg, 0.1 mmol, 1 equiv) and 2-pyridin-2-ylbenzoxazol-5-ylamine (23.5 mg, 0.1 mmol, 1 equiv) in General Procedure 2. The reaction was stirred at room temperature for 26 hours. The product was eluted by 5% methanol in dichloromethane from silica gel column to afford 25.5 mg light yellow solid. Yield 67.3%. ¹H NMR (400 MHz, Chloroform-*d*) δ 8.81 (d, *J* = 4.9 Hz, 1H), 8.65 (d, *J* = 5.2 Hz, 2H), 8.35 (d, *J* = 7.9 Hz, 1H), 8.07 (d, *J* = 2.1 Hz, 1H), 7.91 (td, *J* = 7.8, 1.7 Hz, 1H), 7.71 – 7.64 (m, 1H), 7.62 (d, *J* = 8.8 Hz, 1H), 7.47 (ddd, *J* = 7.5, 4.8, 1.1 Hz, 1H), 7.44 (d, *J* = 6.0 Hz, 2H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 162.2, 150.5, 150.1, 149.5, 147.9, 145.3, 141.6, 137.4, 135.1, 129.0, 126.1, 125.9, 123.5, 119.2, 111.7, 111.2, 87.0, 81.5. ESI-MS *m/z* = 340.1 ([*M*+*H*⁺]), C₂₀H₁₂N₄O₂ requires 340.1

2-(3-methylpyridin-2-yl)benzo[*d*]oxazol-5-amine (**804-i**)

Experimental procedure

804-i was synthesized by using 3-methylpicolinic acid (68.8 mg, 0.5 mmol, 1 equiv) in General Procedure 3. The product was eluted by 5% methanol in dichloromethane from silica gel column to afford 51.4 mg brown solid. Yield 45.5%. ¹H NMR (400 MHz, Chloroform-*d*) δ 8.66 (dd, *J* = 5.1, 1.5 Hz, 1H), 7.69 (ddd, *J* = 7.8, 1.7, 0.8 Hz, 1H), 7.45 (d, *J* = 8.6 Hz, 1H), 7.33 (dd, *J* = 7.8, 4.6 Hz, 1H), 7.11 (d, *J* = 2.3 Hz, 1H), 6.77 (dd, *J* = 8.6, 2.3 Hz, 1H), 2.85 (s, 3H). ¹³C NMR (151 MHz, Chloroform-*d*) δ 161.7, 147.3, 144.3, 144.3, 143.7, 142.8, 139.8, 135.0, 124.6, 114.8, 111.1, 105.3, 21.0. ESI-MS *m/z* = 226.1 ([*M*+*H*⁺]), C₁₃H₁₁N₃O requires 226.1

N-(2-(3-methylpyridin-2-yl)benzo[*d*]oxazol-5-yl)-3-(pyridin-4-yl)propiolamide (**804**)

Experimental procedure

804 was synthesized by using 3-(4-pyridyl)propionic acid (8.1 mg, 0.05 mmol, 1 equiv) and 2-(3-methylpyridin-2-yl)benzo[*d*]oxazol-5-amine (**804-i**, 12.2 mg, 0.05 mmol, 1 equiv) in General Procedure 2. The reaction was stirred at 50°C for 26 hours. The product was eluted by 5% methanol in dichloromethane from silica gel column to afford 11.0 mg light yellow solid. Yield 57.3%. ¹H NMR (600 MHz, Methanol-*d*₄) δ 8.63 – 8.61 (m, 2H), 8.58 (dd, *J* = 4.7, 1.6 Hz, 1H), 8.25 (d, *J* = 2.0 Hz, 1H), 7.84 (dt, *J* = 7.8, 1.2 Hz, 1H), 7.66 (d, *J* = 8.8 Hz, 1H), 7.62 (dd, *J* = 8.8, 2.1 Hz, 1H), 7.60 – 7.57 (m, 2H), 7.47 (dd, *J* = 7.8, 4.7 Hz, 1H), 2.83 (s, 3H). ¹³C NMR (151 MHz, Methanol-*d*₄) δ 163.1, 151.9, 150.3, 148.3, 147.9, 144.5, 142.8, 141.5, 136.8, 136.2, 130.5, 127.4, 126.5, 120.1, 113.1, 111.8, 87.9, 82.4, 21.1. ESI-MS *m/z* = 355.2 ([*M*+*H*⁺]), C₂₁H₁₄N₄O₂ requires 355.1

2-(4-methylpyridin-2-yl)benzo[*d*]oxazol-5-amine (**805-i**)

Experimental procedure

How the deposited data were processed for this re-analysis (not part of the article)

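RNA-seq of adult male Schistosoma mansoni was used, in 3 replicate libraries of 1 condition. No other condition was sequenced in the series, so no comparison between conditions was made. The RNAi, inhibitor and protein experiments of the paper were not analysed here. Tables of the paper gave gene descriptions, human matches, RNAi outcomes and severity scores.

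The authors aligned reads with STAR 2.7.10a and deposited its raw counts per gene for the sense strand, the antisense strand and both strands. The genome build and annotation are not named in the labels, and identifiers are those of version 10 in Dataset S1. The authors also deposited CPM, as sense counts scaled to the both-strand total, in a column whose heading names a division by exon length that the values do not show. A further deposited table holds an expected count per gene, which the authors made as the mean of the raw counts of the 3 libraries, the signal as mean counts per kb of exon, and 1 TPM per gene pooled over the libraries. Which count sheet belongs to which sample was read from the replicate number in its name.

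The design had assumed a deposited TPM per sample. Since the deposited TPM is pooled, TPM were computed here for each library from sense counts and exon lengths, and the mean of the 3 was the expression value. The sense column was used because it gives the authors' TPM. Sense counts were 19931400, 20387026 and 24411129 per library. Entries that name no gene were left out of library totals: unmapped reads were 32.4%, 31.5% and 16.8% of all reads, reads mapped to several places 5.20%, 5.56% and 6.33%, reads outside genes 4.34%, 4.03% and 5.21%, and ambiguous reads 0.0638%, 0.0670% and 0.0849%. A further entry with a missing gene identifier held 20, 18 and 28 counts.

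Each gene was tested against 10 TPM with edgeR 4.0.16, two-sided, on the raw sense counts. The fit had an intercept only, with an offset equal to the log of the count expected at 10 TPM, so that the intercept is the log fold against that level. The glmQLFTest function takes no design of a single column, so its F statistic was formed from the output of glmQLFit, and the code was checked against glmQLFTest on a design with 2 columns. Genes with at least 10 counts summed over the libraries were tested (8677), with Benjamini-Hochberg adjustment and a threshold of 0.05. On simulated data with 3 libraries and 8664 genes in the fit, the test called 100% of 50 genes set at 0.5 times 10 TPM, 94% of 50 at 0.667 times, 90% of 50 at 1.5 times and 100% of 50 at 2 times. It called 5.5% of 200 genes set at exactly 10 TPM. All simulated genes were given the same dispersion, the common value from edgeR, so these rates do not cover genes with a wider spread between replicates. The biological coefficient of variation from edgeR was 18.9%. DESeq2 1.42.0 and limma 3.58.1 (log2 of TPM with 0.1 or 1 added) were alternatives, in R 4.3.3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

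Dataset S1 has 576 entries and 573 distinct version 10 identifiers, since 3 are listed on 2 entries each; each identifier was counted once. The 10 gene groups were set by words in the Dataset S1 descriptions. The 9 categories of Dataset S2 and the targets of Dataset S5 were taken as the paper lists them. The proteasome subunits of Dataset S3 were the genes whose human match has a name starting with PSM. This left out a gene matched to TRIP13/PSMC6 (Smp_017070). Genes were named by a rule: every gene the paper names by identifier and the targets of Dataset S5, the 5 highest and 5 lowest of Dataset S1, the highest and lowest member of each group, any Dataset S1 gene on different sides of 10 TPM in its printed TPM and in the mean (there were 0), and the 5 most abundant genes that a table of the paper names. The rule gave 62 genes. The tests, groups, this rule and most alternatives were set before the data were examined, but the TPM printed in Dataset S1 had been seen by then. Marker lists of tissues and of female parasites were planned and not used, because they needed gene names for the identifiers: 5664 genes matched a locus tag in the RefSeq table and 0 of them had a symbol.

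RNAi outcomes were set against expression with Fisher's exact test and with two-sided permutation tests of medians (100000 permutations, log2 of mean TPM with 1 added). These tests and those on exon length and amplification form a family of 7, adjusted by Benjamini-Hochberg; the comparison of hits with genes whose first phenotype was not kept was added to it after the other results were seen. Intervals of shares are 95% Wilson intervals. The alternatives were other summaries of the replicates, each replicate left out, the other strand columns, other totals, TMM, exon length less 200 bases, other count filters, version 7 identifiers, and other definitions of a hit or a split. After the data were seen, the authors' pooled TPM, DESeq2 size factors, CPM and a run without the V-type ATPase and small GTPase groups were added.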

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

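In a strand the paper does not report on, 22 genes had more antisense than sense counts in every library, with at least 100 antisense counts in each. None of them is in Dataset S1 or named in a table of the paper, and no explanation was tested. Antisense counts were 0.396%, 0.390% and 0.399% of the sum of sense and antisense counts in replicates 1, 2 and 3.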

How the results depend on the processing

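No paired analysis was possible because the series holds a single condition. The number of Dataset S1 genes with a mean above 10 TPM was 550 and ran from 539 (exon length less 200 bases) to 551 under the alternatives tried, apart from 477 with the antisense column. The number of all genes above 10 TPM, 6286, ran from 6028 to 6376, apart from 5731 with that column. DESeq2 called 543 genes above and 17 below. Leaving out a replicate gave 534 to 541 above and 14 to 19 below. With the antisense column, 278 genes were called above and 1 below, and Spearman's rho with the TPM of Dataset S1 was 0.806; that column holds few counts. The median coefficient of variation, 8.56%, ran from 5.37% to 8.66% when a replicate was left out, and was 5.37% without replicate 3; the cause was not tested. For the hits, counting any initial phenotype lowered the odds ratio from 2.39 to 1.39 and the log2 difference of medians from 1.02 to 0.34, and neither passed its test. Without the V-type ATPase and small GTPase groups, a run chosen after seeing the data, the odds ratio was 1.80 and no longer passed, with 51 hits in place of 63, while the log2 difference of 0.77 still passed. Splitting at 10 TPM gave no finite odds ratio, because 0 of 18 genes at or below it were hits (Fisher's exact p = 0.15). That split used full exon lengths. With exon length less 200 bases, the hits CTDP1 (Smp_342610) and TRNT1 (Smp_345520) had means below 10 TPM. Of the values of the 62 named genes under the alternatives, 566 moved by less than the SD of the replicates and 178 by more, 61 of these with the antisense column.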

Differences from the paper's values

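For the 49 named genes that are in Dataset S1, the mean TPM differed from the TPM the paper prints there by a median of 0.474% and at most 3.38%, and 0 of them differed by more than 1.5 times. The paper states that genes entered the screen if expressed above 10 TPM. Of 573 distinct genes in Dataset S1, 550 were above this level here and 23 were at or below it, and the TPM the paper prints puts the same 23 genes at or below it. Of these 23, 16 were below 10 TPM by edgeR's quasi-likelihood test. The paper's count of genes with dsRNA is 507, while Dataset S1 marks 508 entries, which hold the 506 distinct identifiers used here.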

Other observations

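The comparison of hits with genes whose first phenotype was not kept, and the runs by CPM and without 2 gene groups, were chosen only after results were seen; the other tests were set earlier.

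The genes that the paper follows up differed widely in expression in male parasites. The p97 gene (Smp_018240), an ATPase that extracts proteins for degradation, was at 328 ± 39.1 TPM (SD, n = 3), and MAT2A (Smp_002080), which makes S-adenosylmethionine, was at 219 ± 37.6 TPM. The cathepsin F gene (Smp_034410) was at 624 ± 33.9 TPM. Of 18 proteasome subunits in Dataset S3 whose human match has a name starting with PSM, 17 were in the table. All 17 were above 10 TPM by edgeR's quasi-likelihood test, with a median of 281 TPM. They ran from 42.3 ± 5.06 TPM for PSMB3 (Smp_305800) to 466 ± 2.94 TPM for PSMB6 (Smp_073410), named by their human matches. Several genes share such a match. Another PSMB3 match (Smp_121430) was at 317 ± 17.9 TPM, and further PSMB6 matches were at 297, 314 and 354 TPM. All 18 targets of Dataset S5 were above 10 TPM, with a median of 94.2 TPM and a range from 19.4 TPM for ADAM17 (Smp_175340) to 10080 TPM for ALDOA (Smp_042160).

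Every gene in the 9 categories of Dataset S2 was above 10 TPM by the same test. These genes are hits from Dataset S1, a list chosen by expression in male parasites, so this is not independent evidence. Of the 506 genes with dsRNA, 488 had a mean above 10 TPM. Among the categories, medians were highest for the ATPases, at 480 TPM over 5 genes, and the GTPases, at 394 TPM over 8 genes. Motor proteins had a median of 174 TPM over 3 genes, and the ubiquitin and proteasome genes had 35.3 TPM over 9 genes. The lowest were CTDP1 (Smp_342610), at 11.8 ± 0.473 TPM, and TRNT1 (Smp_345520), at 11.9 ± 0.886 TPM.

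Of the 506 distinct genes that Dataset S1 marks as having dsRNA, 43 of 253 above the median TPM were hits (17.0%) and 20 of 253 at or below it (7.9%), an odds ratio of 2.39 (95% interval 1.36 to 4.19; Fisher's exact p = 0.0028, adjusted 0.0066 over 7 tests), and hits had a median of 100.3 TPM against 49.0 TPM for the others (log2 difference 1.02, permutation p = 0.00038, adjusted 0.0013). Counting any initial phenotype in place of a hit ended both calls (odds ratio 1.39, Fisher's exact p = 0.14; log2 difference 0.34, permutation p = 0.095). The paper scored phenotypes in pairs of both sexes or in males alone, while the TPM here are of males only. Exon length as the divisor of TPM is argued against as the whole source, since by CPM the odds ratio was 2.20 (Fisher's exact p = 0.0067). The log2 difference of medians was 0.68 by CPM (permutation p = 0.0014). CPM is not divided by length and so favors long genes. The smaller difference by CPM therefore does not measure a part due to length, and such a part stays open. The V-type ATPase and small GTPase groups stay open as a source: without them the odds ratio was 1.80 (95% interval 0.988 to 3.27) and missed its threshold (Fisher's exact p = 0.056), the deciding test set for this explanation, although the difference of medians still passed (log2 difference 0.77, permutation p = 0.0053). Without these groups 32 of 51 hits lay above the median, against 43 of 63 with them. Dropping abundant groups rich in hits lowers the odds ratio by itself, so this run alone cannot show that they are the source. Among the 119 genes with an initial phenotype, the 63 hits had 2.32 times the median TPM of the 56 others (permutation p = 0.0059, adjusted 0.010), which follows from the results above and decides on no explanation; no biological explanation was tested.

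With the genes with dsRNA sorted into 4 expression bins of about equal size, hits made up 8.7% (95% Wilson interval 4.91 to 14.8%), 7.1%, 11.9% and 22.0% (15.7 to 30.0%) of a bin, from the lowest to the highest expression. Among hits, the 25 genes with a severity score of 3 had a median of 118 TPM and the 38 with a lower score 99.6 TPM (permutation p = 0.71), so a difference was not detectable.

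Of the 23 Dataset S1 genes at or below 10 TPM, 18 had dsRNA, 2 had an initial phenotype and 0 were hits. Counting the sense strand alone is argued against as the source, since 0% of them rose above 10 TPM with both strands. Exon length may contribute: their median exon length was 5.86 kb against 2.28 kb for the others, a ratio of 2.58 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 7e-05). Length is the divisor of TPM, so part of this is built in, and over all genes tested the ratio of medians at or below against above 10 TPM was 1.47. Their median by CPM was still lower, at 20.5 against 94.7; no biological explanation was tested.

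The 51 Dataset S1 genes that did not amplify had 1.19 times the median TPM of the 522 that did (permutation p = 0.40, adjusted 0.46). Under the rule set beforehand, a median that was not lower counted against lower abundance as a source. That reading was withdrawn after the value was seen, because the permutation test found no difference. These numbers therefore do not decide on lower abundance. The paper amplified genes from cDNA of both sexes, and the TPM here are of males only. The genes that did not amplify had a shorter median exon length, 1.58 against 2.41 kb, a ratio of 0.653 (permutation p = 0.031, adjusted 0.043). Shorter exon length stays open as a source, and no biological explanation was tested.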
